# Imiquimod‐Loaded Phospholipid‐Free Small Unilamellar Vesicles Activate the Tumor Immune Microenvironment to Treat Liver Cancer and Liver Metastases

**DOI:** 10.1002/adhm.202501691

**Published:** 2025-06-17

**Authors:** Vanessa Chan, Hsin‐Mei Lee, Haruka Takata, Sheng‐Liang Cheng, Yu‐Ting Yen, Lisa Pfeifer, Luke Rushton, Po‐Han Chao, Feng Zhao, Chun Yat Ong, Nojoud Al‐Fayez, Tatsuhiro Ishida, Yunching Chen, Shyh‐Dar Li

**Keywords:** drug delivery, imiquimod, immunotherapy, liver cancer, liver metastases, nanoparticles

## Abstract

Liver cancers are often diagnosed at advanced stages and are the fourth leading cause of cancer death globally. Liver metastases, particularly from colorectal cancer, occur in 66% of patients. Immunotherapies for these cancers are limited by immunosuppressive tumor microenvironments. To address this, phospholipid‐free small unilamellar vesicles (PFSUV) are developed to deliver the toll‐like receptor 7 agonist Imiquimod (IMQ) to hepatocytes. PFSUV consists of 83 mol% cholesterol and 17 mol% Tween80, with IMQ encapsulated in these 75‐nm particles. Intravenous administration of PFSUV‐IMQ sustained liver IFN‐*α* levels over 24 h while reducing systemic exposure. In a CT26 liver metastasis model, PFSUV‐IMQ combined with Oxaliplatin reduced tumor size, increased CD8+ T cell infiltration, and enhanced tumor apoptosis. In an HCA‐1 liver cancer model, the same treatment decreased tumor burden, increased apoptosis, and reduced lung metastases. Flow cytometry revealed increased CD86+/MHC‐II+ dendritic cells and IFN‐*γ*+ CD8+ T cells in treated tumors. RNA‐seq shows enrichment of innate immune activation genes after a single dose. These findings suggest that targeted IMQ delivery activates the tumor immune microenvironment, leading to reduced tumor burden in liver cancer and metastasis models.

## 1 Introduction

Liver cancer is the fourth most common cause of cancer death globally.^[^ ^1^ ^]^ Hepatocellular carcinomas (HCC) account for ≈75% of all primary liver indications and are generally characterized by rapid progression and poor prognosis.^[^ ^2^ ^]^ The 5‐year standardized rate of survival is only 20% in advanced stages, where HCC Is often diagnosed.^[^ ^3^ ^]^ While the indication is typically treated with surgical resection, tumor recurrence is common at around 50–60% in literature.^[^ ^4^ ^]^ Immunotherapies have shown success with manageable toxicities in the treatment of solid tumors and exploratory trials have been performed for treatment of HCC.^[^ ^5^ ^]^ The liver is an immunologically tolerant organ, and the tumor microenvironment of HCC is highly immunosuppressive.^[^ ^6^ ^]^ These factors pose a challenge for the efficacy of currently available immunotherapies like immune checkpoint inhibitors (ICIs). Currently, combination immunotherapies like atezolizumab (anti PD‐L1) and bevacizumab (anti‐VEGF) offer a ≈35% overall response rate, leaving sufficient room for improvement.^[^ ^7^ ^]^

Beyond primary liver tumors, liver metastasis is common in other cancer indications, accounting for ≈25% of cases.^[^ ^8^ ^]^ While metastases can originate from various sources of primary tumors, colorectal cancers (CRC) are the most common. CRC is one of the most common cancers in the world and ≈66% of patients will develop liver metastasis.^[^ ^9^ ^]^ Current treatment for liver metastasis includes surgical resection or surgical resection with neoadjuvant chemotherapy. Despite these approaches, the 5‐year recurrence free survival is only ≈27%.^[^ ^10^ ^]^ ICIs have been implicated to have potential benefit in certain subsets of colorectal cancers with mismatch repair deficiency (dMMR) due to their higher mutational burden.^[^ ^11^ ^]^ Pembrolizumab (anti PD‐L1) has been demonstrated in small case studies to show complete histopathologic response in some patients with liver lesions from dMMR metastatic colorectal cancers.^[^ ^12^ ^]^ However as these subtypes of colorectal cancer only account for ≈10–20% of cases, different strategies to activate the immune system may be helpful in extending the benefit of immunotherapies.

One method to activate the immune system is using toll‐like receptors (TLRs). TLRs are pattern recognition receptors that recognize motifs of virus, bacteria or fungi, and will induce an immune response once activated.^[^ ^13^ ^]^ Imiquimod (IMQ) is an FDA‐approved small molecule from the imidazoquinolinamine class that induces the release of pro‐inflammatory cytokines through TLR7.^[^ ^14^ ^]^ As it is insoluble, IMQ is typically compounded into a cream for topical administration, and would require more sophisticated technologies to deliver it systemically.^[^ ^15^ ^]^ Additionally, excessive immune activation through TLRs can trigger cytokine storm, potentially causing multiorgan damage.^[^ ^16^ ^]^ Therefore, the ability to target the delivery of Imiquimod to the liver using nanoparticles may be a viable strategy to reverse immunosuppression in liver tumors while reducing systemic immune activation. Nanomedicines have been previously reported to be used effectively in the modulation of the tumor immune microenvironment, therefore highlighting the viability of this strategy.^[^ ^17^, ^18^ ^]^ IMQ has been reformulated into several different forms, some examples include lipophilic prodrugs for delivery to intestinal lymph nodes for oral administration, hyaluronic acid‐based nanoparticles for treatment of breast cancer, or other lipidic nanoparticles for treatment of Human Papilloma Virus.^[^ ^19^, ^20^, ^21^ ^]^ However, there are no other currently reported formulations of IMQ for the treatment of liver cancer delivered intravenously.

In this study, phospholipid‐free small unilamellar vesicles (PFSUV) were fabricated by rapid mixing an alcoholic solution of cholesterol (83 mol%) and Tween80 (17 mol%) with an aqueous buffer using a microfluidic device. IMQ was actively loaded into the aqueous core of PFSUVs. The liver‐targeted delivery and localized immune activation of PFSUV‐IMQ were compared with the free drug dissolved in DMSO. The antitumor efficacy of these two IMQ formulations was compared in one liver metastasis model and one primary liver cancer model in mice. Activation of the tumor immune microenvironment was assessed by flow cytometry, immunohistochemical staining, immunofluorescence, and RNA‐sequencing to quantify tumor infiltration of various immune effector and suppressive cells and pro‐inflammatory cytokines, respectively, to provide mechanistic insights.

## 2 Results and Discussion

### 2.1 Particles Characterization

PFSUVs consisting of 83 mol% cholesterol and 17 mol% Tween80 were generated using microfluidic mixing,^[^ ^22^ ^]^ and IMQ was loaded into the particles using an ammonium sulphate gradient at a drug‐to‐lipid ratio of 1/20 (w/w) in the presence of <10% dimethyl sulfoxide (DMSO), followed by dialysis to remove DMSO and unloaded drug. Empty PFSUV were found to be 56.12 ± 0.94 nm in size with a polydispersity index (PDI) of 0.15 ± 0.02. When loaded, PFSUV‐IMQ were 75.44 ± 1.17 nm in size with a PDI of 0.166 ± 0.022, and the drug encapsulation efficiency was 98.2 ± 4.7%. The zeta potential was −3.97 ± 2.07, indicating PFSUV was a neutral particle. Particle size and morphology of PFSUVs were confirmed in cryo‐transmission electron microscopy (cryo‐TEM) (**Figure** **1**A), displaying a small unilamellar vesicular (SUV) structure. Increased electron density was visualized in the aqueous core of PFSUV‐IMQ, suggesting IMQ encapsulation. An in vitro drug release experiment in a 1:4 ratio (v/v) of PFSUV‐IMQ in fetal bovine serum at 37 °C showed stable drug retention across 2 h with a <10% drug leakage. (Figure S1, Supporting Information) This suggested IMQ was stably retained in the PFSUVs in serum for at least 2 h. PFSUVs were also found to be highly specific to the liver after intravenous (i.v.) injection. As shown in Figure 1B, within 30 min, the fluorescently tagged PFSUVs (DiR‐PFSUVs) effectively accumulated in the liver, while the uptake by other tissues was minimal. To visualize the distribution of DiR‐PFSUVs in the organs, spleen, kidney, liver, and brain were removed, fixed, and visualized under an in vivo imaging system (IVIS) one day post injection. The highest DiR signal was found in the liver with a 3.7x higher average radiance than the spleen, 11.1x higher than the kidneys and 45.4x higher average radiance than the brain. (Figure 1C,D) While the kidneys had a low signal, it was unclear as to whether this signal was from DiR‐PFSUVs or excretion of free DiR. To determine which cells in the liver were contributing to the uptake of PFSUVs, liver samples were collected 2 h post‐injection, sectioned and stained with FITC‐Phalloidin and DAPI (4,6‐diamidino‐2‐phenylindole). to differentiate hepatocytes and sinusoidal cells by their distinct nuclear and cellular morphologies. PFSUV‐DiR was found to be selectively taken up by the hepatocytes (marked by the arrows in Figure 1E), with 60% of the hepatocytes showing DiR uptake whereas only 12% of the sinusoidal cells were positive with DiR. This selective mechanism of action is unique compared to other nanoparticle formulations that are generally cleared out by sinusoidal cells, such as Kupffer cells. To investigate whether this specific targeting of PFSUV‐IMQ would result in localized immune‐stimulating effects, we administered the formulation at 1 mg kg^−1^ i.v. and found that while free IMQ and PFSUV‐IMQ induced comparable IFN‐*α* levels in the liver (Figure 1F), free IMQ provoked a twofold higher plasma exposure of IFN‐*α* (area under the curve = 14180 ± 4961 mg*h/L vs 7266 ± 1545 mg*h/L). IFN‐*α* is a potent immune‐stimulating cytokine that can turn an immunosuppressive tumor microenvironment (TME) into an immune‐active environment, but it also causes significant side effects. The data suggests a reduced safety risk of liver‐specific delivery of IMQ using PFSUV (Figure 1G). As dendritic cells are a major source of IFN‐*α* secretion and are capable of maturation after exposure to type I interferons and cytokines, we also assessed the ability of PFSUV‐IMQ to activate DC 2.4s in vitro. (Figure S2, Supporting Information) We found that PFSUV‐IMQ exposure for 24 h resulted in a significantly higher percentage of cells expressing CD80 and CD86 compared to free IMQ and other relevant controls, suggesting enhanced antigen presentation. When looking into our controls, we found that both DMSO (0.1%) and empty PFSUV showed some DC 2.4 activation. DMSO has been previously observed to induce minor levels of monocyte activation which was consistent with our findings.^[^ ^23^ ^]^ Empty PFSUVs were also found to activate the DC 2.4s, however to a lesser degree, and we suspect that this was due to the presence of Tween80 in the formulation, which has also been shown to have minor immunogenic effects.^[^ ^24^ ^]^ It should also be noted that since IMQ is only soluble in DMSO but not in water or other injectable solvents, this free IMQ formulation cannot be used clinically but only serves as a control in this research. In fact, the clinically approved IMQ is in a topical cream dosage form for treating local skin lesions, including genital warts, squamous cell carcinoma in situ, basal cell carcinoma, and actinic keratosis due to the limitations of poor solubility and selectivity. Additionally, IFN‐*α* levels were sustained throughout the 24‐h period within the liver in the PFSUV‐IMQ treated group, suggesting significant potential for immunotherapeutic efficacy.

**Figure 1:**
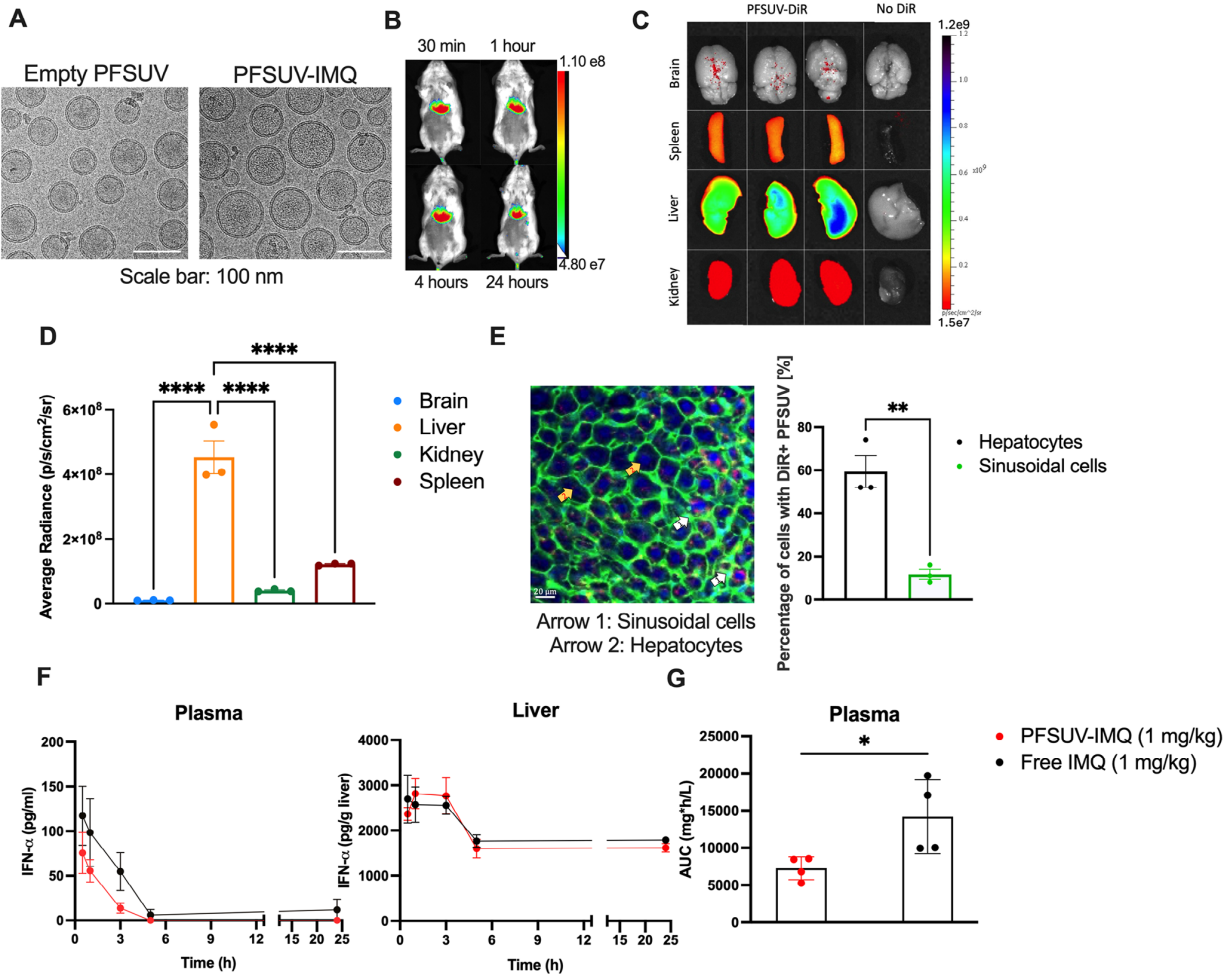
Characterization of PFSUV‐IMQ. A) Size and morphology evaluated by cryo‐transmission electron microscopy (cryo‐TEM). B) Biodistribution of DiR‐PFSUVs in mice after intravenous injection using in‐vivo imaging systems (IVIS). C) Biodistribution of brain, spleen, liver, and kidneys harvested from mice with intravenously injected DiR‐PFSUV or no DiR (B) Quantification of average radiance from different organs. E) Uptake of DiR‐PFSUVs (red) in the liver. The hepatocytes (indicated by arrows (2, yellow)) and sinusoidal cells (indicated by arrows (1)) in the liver can be differentiated by their cellular (Phalloidin staining, green) and nuclear (DAPI staining, blue) morphologies. F) Plasma and liver IFN‐*α* levels after mice were i.v. injected with PFSUV‐IMQ or free IMQ at 1 mg kg^−1^ (n = 4). G) Area under curve of plasma IFN‐*α* levels of mice given PFSUV‐IMQ or free IMQ at 1 mg kg^−1^ (n = 4). Data are presented as mean ± standard error mean (SEM). Statistics were performed using an unpaired t‐test (****, p<0.0001, **, p<0.01, *, p<0.05).

### 2.2 Efficacy in a Model of Colorectal Cancer Metastasis to the Liver

To assess the efficacy of our formulation in a liver metastases model, mice were surgically inoculated with 2 × 10^5^ CT26‐luc cells in 10 µL of Matrigel into the liver. On Day 4, mice were given an i.p. injection of Oxaliplatin (Oxa) at 6 mg kg^−1^, and then PFSUV‐IMQ at 1 mg kg^−1^ was administered i.v. on Days 5, 7, 9, 11, 13, and 15 (**Figure** **2**A). Oxaliplatin (Oxa) was given intraperitoneally (i.p.). due to the challenge of administering more than 6 i.v. injections to a single mouse. On Day 16, mice were euthanized, liver tumors were harvested, and volume measurements were taken using a caliper. Tumor volumes were found to be significantly decreased in the PFSUV‐IMQ treated group compared to the control, by 11‐fold (Figure 2B). While statistical analysis did not yield significance when comparing tumor sizes from PFSUV‐IMQ to Oxa only, and free IMQ groups due to the large data variation, mean tumor sizes were decreased by 8.8‐fold compared to the Oxa only group, and 9.3‐fold compared to the Free IMQ group. Oxa only and Oxa+Free IMQ groups did not show suppressed CT26 tumor growth in the liver. Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining showed a higher percentage of apoptotic cells in the PFSUV‐IMQ treated group (Figure 2C) compared to the Oxaliplatin only (4.2‐fold increase), free IMQ control (2.4‐fold increase), and untreated control (3.4‐fold increase) (Figure 2D). The results were comparable as that of the tumor size data in Figure 2A, showing that only Oxa+PFSUV‐IMQ induced significant apoptosis in the tumor, while the effects of other treatments, including Oxa only and Oxa+Free IMQ were insignificant. Immunohistochemical (IHC) staining revealed that the tumors of the PFSUV‐IMQ treated mice had significantly higher percentages of CD8+ T cells (Figure 2E), with a 2.9‐fold increase relative to the untreated group and 3.2‐fold increase relative to Oxa only. However, the difference between Oxa+PFSUV‐IMQ and Oxa+Free IMQ in CD8+ T cell filtration was not significant (Figure 2F). To rule out the possibility that the antitumor efficacy was partially attributed from cytotoxicity of IMQ, we examined cytotoxicity of Oxa, Oxa+PFSUV‐IMQ and Oxa+Free IMQ against CT26 and HepG2 cells. As shown in Figure S4 (Supporting Information), both Free IMQ and PFSUV‐IMQ were not cytotoxic on either cell line on their own, nor did they increase the cytotoxicity of Oxa when combined across different concentrations. This confirmed that the antitumor activity of PFSUV‐IMQ was mediated through the immune response. Taken together, these data suggest that treatment using PFSUV‐IMQ in combination with Oxa decreased the tumor burden by increasing the infiltration of CD8+ T cells and apoptotic cells in the tumor.

**Figure 2:**
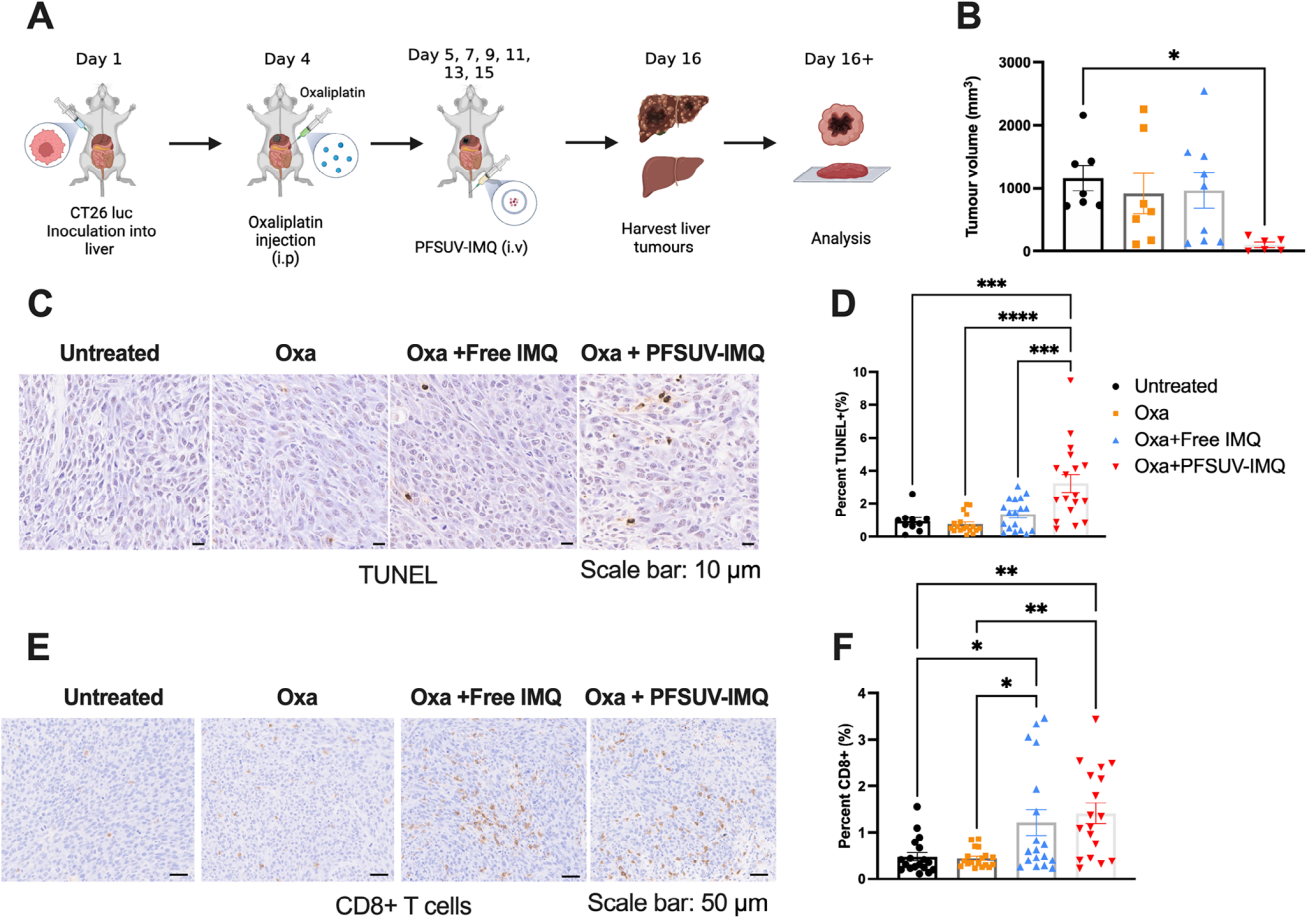
Efficacy of Oxa only, Oxa + free IMQ, and Oxa+PFSUV‐IMQ in a liver metastasis of colorectal cancer model. A) Experimental scheme. B) Tumor volumes in different treatment groups at the experimental end point. C) TUNEL staining of the harvested tumors at the experimental end point. D) Quantification of the TUNEL staining. E) Immunohistochemistry of CD8+ T cell infiltration in the tumors collected at the experimental end point. F) Quantification of CD8+ T cell infiltration into the tumors. Data are presented as mean ± standard error mean (SEM). Statistics are performed using a one‐way ANOVA with a Tukey's multiple comparisons as a post‐hoc test. (****, p<0.0001. ***, p<0.001. **, p<0.01. *, p<0.05).

### 2.3 Efficacy in a Model of Primary Liver Cancer

We then tested whether PFSUV‐IMQ had anti‐cancer efficacy in a mouse model of primary liver cancer with propensity to metastasize to lungs. Control groups in this experiment contained untreated mice, Oxa only, as well as Oxa+free IMQ. To develop the model, C3H mice were inoculated with HCA‐1 liver cancer cells. After 10 days, a 6 mg kg^−1^ i.p. injection of Oxa was given to all experimental groups aside from the untreated. On Days 11, 13, 15, 17, 19, and 21, mice under the free IMQ group or PFSUV‐IMQ group received 1 mg kg^−1^ of each treatment i.v. On Day 24, mice tumors and lung tissues were harvested and processed for analysis (**Figure** **3**A). Tumor volumes on Day 24 were found to be significantly decreased in mice treated with Oxa+PFSUV‐IMQ relative to the Oxa control (2.6‐fold), and no treatment control (4.4‐fold) (Figure 3B). Although there was no statistical difference, the mean tumor volume in the Oxa+PFSUV‐IMQ group was 1.7‐fold smaller than that of the Oxa+free IMQ group. Mice treated with PFSUV‐IMQ also showed significant protection against metastatic lung nodules, whereas all other mice treated experienced metastasis. Mice treated with PFSUV‐IMQ had a 11.8‐fold, 10.8‐fold, and 7‐fold significant decrease in mean number of lung nodules compared to untreated, Oxa only and Oxa+free IMQ groups, respectively. Immunofluorescent TUNEL staining also revealed significantly more apoptotic cells in the PFSUV‐IMQ treated liver tumors relative to mice given free IMQ (3.9‐fold increase), Oxa only (8.6‐fold increase), and untreated mice (55.3‐fold increase) (Figure 3E,F). These data indicate that Oxa+PFSUV‐IMQ was more effective in inducing apoptosis in the C3H liver tumor compared to other treatments, leading to decreased primary liver tumor size and metastases to the lungs.

**Figure 3:**
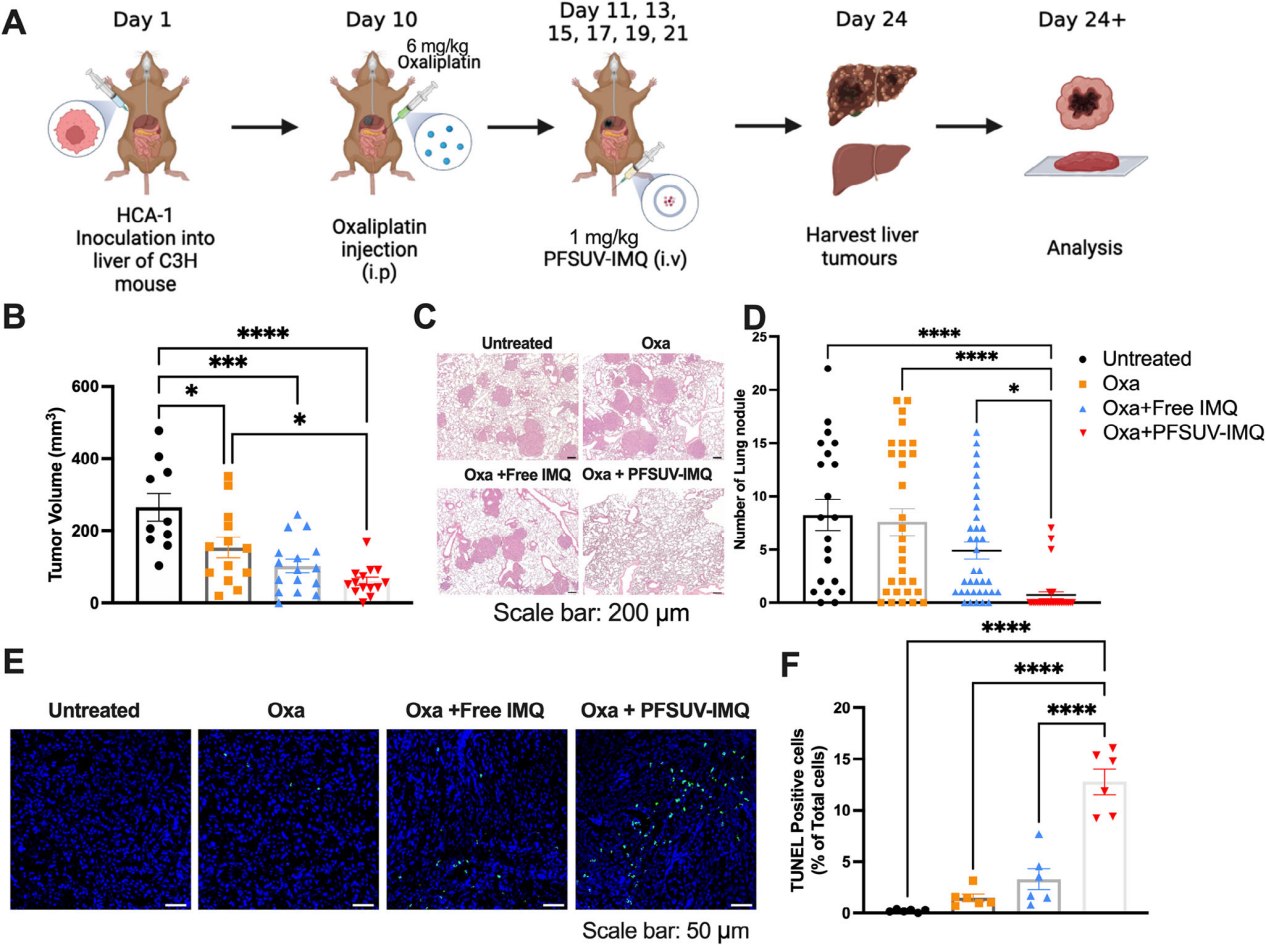
Efficacy of Oxa only, Oxa + free IMQ, and Oxa+PFSUV‐IMQ in a mouse model of primary liver cancer. A) Experimental scheme. B) Primary liver tumor volumes in different treatment groups measured using calipers on Day 24. C) Images of hemotoxylin and eosin staining of the lungs collected from mice under different treatments on Day 24. D) Quantification of tumor nodules in the lungs on Day 24. E) TUNEL staining in the liver tumors collected on Day 24. F) Quantification of TUNEL positive cells in the liver tumors collected on Day 24. Data are presented as mean ± standard error mean (SEM). Statistics are performed using a one‐way ANOVA with a Tukey's multiple comparisons as a post‐hoc test. (****, p<0.0001. ***, p<0.001. **, p<0.01. *, p<0.05).

### 2.4 PFSUV‐IMQ Enhanced the Infiltration of Activated Dendritic Cells and Cytotoxic CD8+ T Cells into the Liver Tumors

Next, we examined changes in the immune cells infiltrating in the HCA‐1 liver tumor after different treatments described in Figure 3A. While the percentage of infiltrating dendritic cells (CD45+/CD11c+) remained relatively similar between treatment groups, a 1.7‐fold increase in the percentage of activated (CD86+, MHCII+) dendritic cells in the tumor was observed in the Oxa+PFSUV‐IMQ group, while Oxa only and Oxa+free IMQ showed no such effect (**Figure** **4**). Dendritic cells (DCs) are professional antigen‐presenting cells, and act as a linkage between the innate and adaptive immune system. Activation and increase of this population indicated that the tumor immune microenvironment (TIME) was polarizing toward a more immune‐active phenotype. The infiltrating cytotoxic T cells (CD3+, CD8+) were also significantly increased in the Oxa+PFSUV‐IMQ treated group by 1.7‐fold compared to the Oxa only group, and 2.1‐fold compared to the non‐treated group. Additionally, the percentage of activated CD8+ T cells (IFNγ+) was significantly increased by 2.4‐fold relative to the untreated control. No such TME‐priming benefit of other treatment groups, including Oxa only and Oxa+free IMQ, was found. While both T regulatory cells and CD4+ T cells were also examined through flow cytometry, no significance between groups could be observed (Figure S5, Supporting Information). By examining the types of immune cells infiltrating in the tumor, we can deduce that Oxa+PFSUV‐IMQ increased DC activation and MHC‐II presentation. This subsequently increased the percentage of infiltrating active IFNγ secreting CD8+ T cells for tumor clearance. The significant increase in CD8+ T cells was consistent with the staining observed in the IHC (Figure 2E,F). Overall, the flow cytometry data showed increased immune activation in the tumor immune microenvironment after treatment using PFSUV‐IMQ. Upregulation of CD86+/MHCII+ DCs suggested increased antigen presentation and training of cytotoxic CD8+ T cells, which was confirmed to also be significantly increased. The lack of change in the T regulatory cell population affirmed that the TIME of these liver tumors remained immunosuppressive at some level despite treatment. However, since tumor shrinkage was observed, this treatment of Oxa+PFSUV‐IMQ might be further improved by optimizing the dose or dosing regimen.

**Figure 4:**
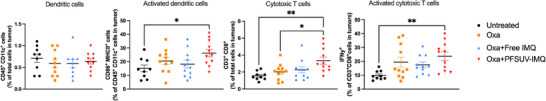
HCA‐1 tumor infiltration of dendritic cells, activated dendritic cells, CD8+ T cells and IFNγ+ CD8+ T cells after different treatments on Day 24 assessed via flow cytometry. Data are presented as mean ± standard error mean (SEM). Statistics are performed using a one‐way ANOVA with a Tukey's multiple comparisons as a post‐hoc test. (**, p<0.01. *, p<0.05).

### 2.5 At a Single Dose, PFSUV‐IMQ Increased the Activation of Innate Immune Cells in the Tumor Nodules

To further our understanding of the mode of action of PFSUV‐IMQ, we performed an RNA‐seq analysis to capture the changes in the tumor immune microenvironment focusing on the immunomodulating genes. C3H mice were implanted with HCA‐1 liver tumors, and a single dose of PFSUV‐IMQ (4 mg kg^−1^) was given i.v. on day 17 after implantation. 

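The HCA-1 line is a mouse hepatocellular carcinoma line, and PFSUV-IMQ carries imiquimod (IMQ), a TLR7 agonist, in phospholipid-free small unilamellar vesicles. RNA was sequenced from 4 tumors taken 3 h after PFSUV-IMQ at 4 mg kg-1 and from 4 tumors taken 3 h after saline. The tumors carry the replicate numbers 1, 2, 3 and 4 after PFSUV-IMQ and 1, 3, 4 and 5 after saline. The paper's methods give the age of the C3H mice as 4 to 6 weeks, whereas the sample labels give 6 to 8 weeks. The authors aligned the reads with TopHat, counted them per gene with HTSeq and deposited the counts without normalization. The counted genes are those of the GENCODE M21 annotation of the mouse genome build GRCm38, from which the coordinates below were taken. Counts per tumor totalled 16883911 to 27687756 in the saline group, with a median of 21666487, and 17008151 to 18527613 in the PFSUV-IMQ group, with a median of 18120051. At these totals, 3 counts correspond to 0.108 to 0.178 CPM (counts scaled to a common library size), taken as the smallest level that could be shown, and this limit covers counting error only. Library sizes were normalized by edgeR's TMM method, genes with too few counts were left out by its default filter, and the groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes were called higher or lower at an adjusted p under 0.05 and a log2 fold change beyond 1 in size. Values per gene are normalized CPM, given as mean ± SD of the 4 tumors of a group. Short gene lists for each process, written before the counts were examined, were tested with limma's camera. That test asks whether the members of a list rank higher than the other genes, here with a preset correlation of 0.01 between members. The mean log2 CPM of a list in each tumor was also compared by an exact two-sided permutation test, whose smallest possible p with 4 tumors against 4 is 0.0286. The permutation p values are given unadjusted. Adjusted over the 19 lists, the smallest was 0.0603, so no list passed 0.05 in this test. No sequencing batch is given in the paper or the labels. Pairs of tumors within a group had Pearson correlations of 0.912 to 0.984 across genes on the log2 CPM scale, and their counts differed by more than sampling noise in every pair (chi-square per degree of freedom from 29.0 to 291).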

At 3 h post PFSUV‐IMQ treatment, tumors were harvested and sent for NGS analysis (**Figure** **5**A). This time point was chosen as in our IFN‐*α* analysis in the liver, we found that levels peaked at around 1 h and retained until 3 h and began to drop off after 5 h. Since IFN‐*α* is an important cytokine for early immune activation, we wanted to visualize the changes in the transcriptome prior to these levels dropping off. As shown in Figure 5B, 591 genes were found to be upregulated whereas 128 were found to be downregulated. 

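Of 15998 genes tested, 362 were higher and 32 were lower in the PFSUV-IMQ tumors. The counts depended on the test, and edgeR's glmTreat with a minimum log2 fold change of 1 called 119 genes higher and 1 lower. The Wald test of DESeq2 called 619 genes higher and 131 lower, including 359 and 32 of the genes above. With each tumor left out in turn, between 197 and 375 genes were called higher and between 8 and 38 lower. The PFSUV-IMQ tumor with replicate number 2 had the highest normalized CPM of its group for 320 of the 362 higher genes. The largest increases among genes whose groups do not overlap were mostly in the interferon-related genes that the paper names. The other 2 of the 10 largest were Pou3f1 and A630012P03Rik. Pou3f1 (chromosome 4, 124656807 to 124660655) had 6.79 ± 5.69 CPM after PFSUV-IMQ and 0.177 ± 0.0814 CPM after saline (SD, n = 4 each), a log2 fold change of 5.22 (standard error 0.66, adjusted p = 0.00327 from edgeR's quasi-likelihood test). Annotated exons of Gm2164 overlap 8.57% of its exon bases. A630012P03Rik (chromosome X, 52575843 to 52619047) had 10 to 50 counts per PFSUV-IMQ tumor and at most 2 per control tumor, so it was at least 10.6-fold higher, and its call was lost in 4 of the 8 fits that each left out a tumor. The 10 largest decreases were smaller in size. Hfe2 (chromosome 3, 96525172 to 96529210) had a log2 fold change of -3.62, Fam198a (chromosome 9, 121950988 to 121980209) of -3.27, Chp2 (chromosome 7, 122219496 to 122222824) of -3.20, Gm26684 (chromosome 15, 54952070 to 54964642) of -3.00 and Adra2b (chromosome 2, 127363208 to 127367221) of -2.82. Adjusted p values of these 5 genes ranged from 0.0153 to 0.0453, and of the 8 fits that each left out a tumor, the call was lost in 7 for Gm26684, in 4 for Hfe2 and for Chp2 and in 1 for Fam198a and for Adra2b. In PFSUV-IMQ replicate 2, Hfe2 was highest of its group at 1.82 CPM and Adra2b lowest at 0.0699 CPM. Cx3cr1 (chromosome 9, 119901616 to 120069879) fell from 71.0 ± 21.8 to 10.1 ± 3.59 CPM, a log2 fold change of -2.81 (standard error 0.33, adjusted p = 0.00243), and stayed called with any tumor left out. Smad9, Mug2, Hoxa4 and Gucy1a1 had log2 fold changes of -2.59, -2.49, -2.21 and -2.17, with adjusted p values from 0.0209 to 0.0499, and each lost its call in at least 6 of those 8 fits. Words of 50 bases shared with other genes made up 50.5% of the longest Mug2 transcript, so its reads could have been left uncounted or assigned to another gene.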

Among the upregulated genes relative to control mice, genes related to innate immune activation such as *Ifit1, Ifit3, Mx1 and Mx2, Ifit3b, Isg15, Cxcl10, Cmpk2, Ifit1bl1* and *Rsad2* were identified. 

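All 10 genes were called higher, with adjusted p values from 4.8e-04 to 0.00209 (edgeR's quasi-likelihood test). In each of them every PFSUV-IMQ tumor lay above every saline control tumor, and 2.86% of groupings of 4 against 4 tumors part the groups this far in either direction by chance for a single gene. Rsad2 (ENSMUSG00000020641) and Cmpk2 (ENSMUSG00000020638) are neighbors on chromosome 12 of GRCm38, from 26442746 to 26456452 and from 26469204 to 26479837. Rsad2 had the largest change, from 16.0 ± 3.99 to 2485 ± 1989 CPM (SD, n = 4 each), a log2 fold change of 7.28 (standard error 0.63). Cmpk2 rose from 16.0 ± 6.37 to 1320.4 ± 1081 CPM, a log2 fold change of 6.37 (standard error 0.66). The 4 Ifit genes lie within chromosome 19. Ifit1 (ENSMUSG00000034459, 34640871 to 34650009) rose from 37.3 ± 11.6 to 2478 ± 1069 CPM, a log2 fold change of 6.05 (standard error 0.45). Ifit1bl1 (ENSMUSG00000079339, 34592891 to 34601956) was the least abundant, at 1.69 ± 0.842 CPM after saline and 136 ± 125 CPM after PFSUV-IMQ, with a log2 fold change of 6.31 (standard error 0.71). Ifit3 (ENSMUSG00000074896, 34583531 to 34588731) and Ifit3b (ENSMUSG00000062488, 34607970 to 34613401) had log2 fold changes of 5.39 and 5.65 (standard errors 0.36 and 0.37). Of the 50-base words of the longest Ifit3 transcript 51.2%, and of those of Ifit3b 45.0%, also occur in other genes, mostly in each other. Their reads could have been left uncounted or assigned to the wrong gene. On chromosome 16, Mx1 (ENSMUSG00000000386, 97447035 to 97462907) rose from 5.70 ± 0.971 to 437 ± 343 CPM and Mx2 (ENSMUSG00000023341, 97535308 to 97560900), annotated as a polymorphic pseudogene, from 8.32 ± 0.747 to 295 ± 149 CPM. Their log2 fold changes were 6.26 and 5.15 (standard errors 0.55 and 0.37). Isg15 (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818) had a log2 fold change of 5.03 (standard error 0.41). Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) had a log2 fold change of 5.43 (standard error 0.62) and ranged from 304 CPM to 1576 CPM among the PFSUV-IMQ tumors. The saline tumor with replicate number 4 was lower than the other 3 for Ifit1 and Rsad2, at 20.1 and 10.1 CPM. With each tumor left out in turn, the log2 fold change of Rsad2 stayed between 6.54 and 7.54 and all 10 genes stayed called.

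**Figure D1:**
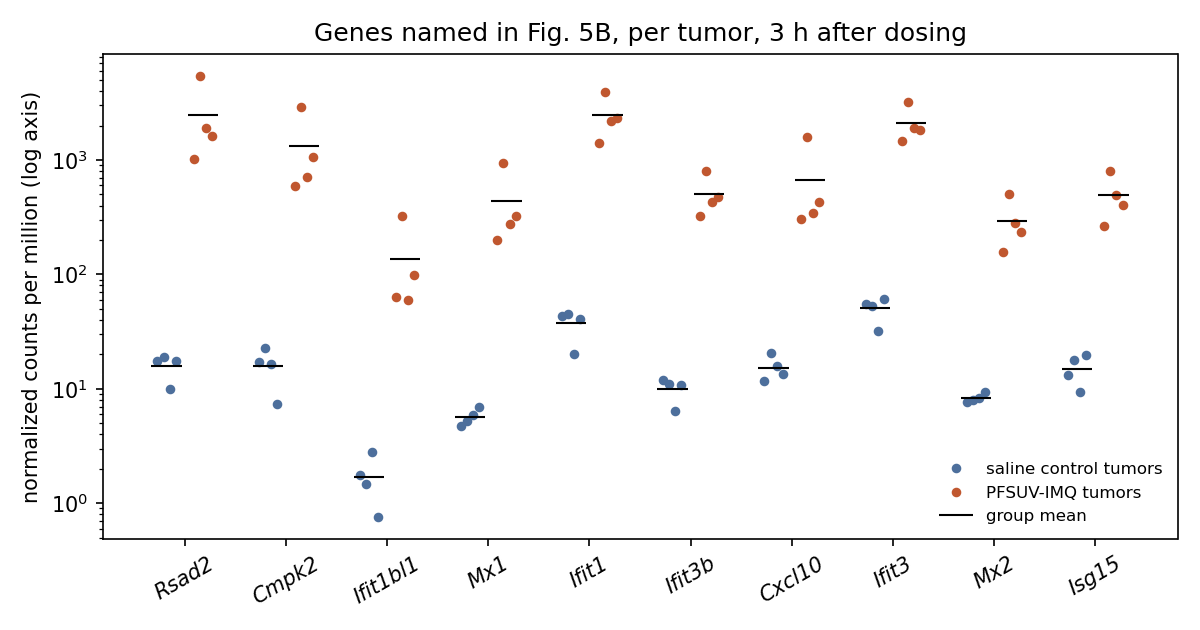
Normalized CPM, on a log axis, of the 10 genes in each of the 4 saline control tumors and 4 PFSUV-IMQ tumors, with the group mean as a line. The PFSUV-IMQ tumors sit above the control tumors for every gene, and the highest point of each gene belongs to the tumor with replicate number 2, as for Rsad2 at 5417 CPM.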

*Ifit1* and *Ifit3* expression is often associated with anti‐viral responses, and all other genes are typically upregulated in response to interferons. 

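A list of 20 further interferon-stimulated genes, none of them among the 10 genes of Fig. 5B, was tested as a group. All 20 were called higher, whether the p values were adjusted over all genes or over the list alone, and in all 20 the PFSUV-IMQ tumors lay above the control tumors. Their mean log2 fold change was 2.91 (adjusted p = 1.8e-46 over the 19 lists tested with limma's camera). Per tumor, the mean log2 CPM of the list was 8.20 ± 0.52 after PFSUV-IMQ and 5.28 ± 0.21 after saline (SD, n = 4 each, p = 0.0286 by exact permutation). The alternative that moved this result most was to estimate the correlation between members from the tumors, which gave an adjusted p of 0.0599. Under that setting none of the 19 lists had an adjusted p under 0.05, against 13 with the preset correlation, and 2 had an unadjusted p under 0.05. The largest changes in the list were in Usp18 (chromosome 6, 121245906 to 121270917), with a log2 fold change of 4.82, Oasl1 (chromosome 5, 114923240 to 114937915), with 4.14, and Oas2 (chromosome 5, 120730333 to 120749853), with 3.87. Their standard errors were 0.41, 0.32 and 0.45, and their adjusted p values from edgeR's quasi-likelihood test 5.9e-04, 5.0e-04 and 0.00243. Oasl1 was highest among the controls in replicate 5, at 44.5 CPM.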

As IMQ activates TLR7, a sensor for viral infection, such gene upregulation suggested successful delivery of IMQ to the tumor using PFSUV. 

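Enrichment was tested with 14 mouse Reactome sets, ranked over all tested genes by the size and direction of the test statistic and run with fgsea, since the GO sets were not used here. Of the 879 set members, 95.2% were matched to a counted gene. The set for interferon alpha and beta signaling, with 12 of its 27 genes tested, had a normalized enrichment score of 2.09 (adjusted p = 1.4e-05 from fgsea over the 14 sets), and 5 of its genes were called higher. The wider set for interferon signaling scored 2.93 (adjusted p = 2.4e-29 from fgsea), with 40 of 111 tested genes called higher, and the set for interferon gamma signaling scored 2.87 (adjusted p = 5.5e-23 from fgsea), with 32 of 82. In the set for the folding and peptide loading of class I MHC, 6 of 34 tested genes were called higher, and the score was 2.42 (adjusted p = 4.0e-09 from fgsea). The alternative that moved the 3 interferon sets most was ranking genes by log2 fold change in place of the test statistic, with adjusted p values up to 2.5e-04 from fgsea. Sets of interferon genes overlap, so these scores are not independent of each other.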

Biological processes that were found to be enriched through Gene Ontology (GO) analysis included response to Interferon beta, natural killer cell proliferation and activation of innate immune responses (Figure 5C). Natural killer cells are typically found in the tumor when MHC Class Is are downregulated, which is a common immune evasion technique. Enrichment of this pathway after administration suggests that the selected time point was early in the deployment of an immune response against the tumor. 

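Markers of natural killer cells and the cytokines that make these cells proliferate were tested as separate lists. Of 16 marker genes, 11 had enough counts to be tested, and 5 of them were higher and 6 lower, with 1 in each direction at an unadjusted p under 0.05. Their mean log2 fold change was 0.03 (adjusted p = 0.907 from limma's camera), a difference smaller than the spread between tumors, with a mean log2 CPM of 2.02 ± 0.72 after PFSUV-IMQ and 1.99 ± 0.71 after saline (SD, n = 4 each, exact permutation p = 0.971). The direction changed with a tumor left out, with means from -0.34 to 0.27, and without the filter on low counts. With a term for the replicate number in the fit, the marker list was lower past the threshold, at -0.65 (adjusted p = 0.0191 from limma's camera). Numbers 2 and 5 each occur in a single tumor, so that fit leaves PFSUV-IMQ replicate 2 and control replicate 5 out of the comparison. The largest changes among the markers were in Ncr1 (chromosome 7, 4337724 to 4345164), at 0.998 ± 0.688 CPM after saline and 0.331 ± 0.297 CPM after PFSUV-IMQ, Klrk1 (chromosome 6, 129610323 to 129623864), with 13.2 ± 5.05 and 29.5 ± 18.5 CPM, and Klri2 (chromosome 6, 129729041 to 129740484). The log2 fold changes were -1.63, 1.16 and 0.67 (standard errors 0.66, 0.41 and 0.54), and none was called (adjusted p = 0.325, 0.252 and 0.705 from edgeR's quasi-likelihood test). The Klrk1 value of 57.2 CPM in PFSUV-IMQ replicate 2 stood apart from the other 3 tumors of its group. Of the 10 cytokine and cytokine receptor genes, 7 were tested and 6 were higher, with a mean log2 fold change of 1.11 (adjusted p = 3.5e-04 from limma's camera, and 0.324 with the correlation between members estimated). Every PFSUV-IMQ tumor had a higher mean of this list than every control tumor. Il15 (chromosome 8, 82331632 to 82403222) rose from 10.6 ± 3.53 to 60.3 ± 25.1 CPM, a log2 fold change of 2.51 (standard error 0.34, adjusted p = 0.00432). Il27 (chromosome 7, 126589010 to 126594941) had a log2 fold change of 2.44 (standard error 0.48, adjusted p = 0.0286) and lost its call in 4 of the 8 fits that each left out a tumor. Il15ra (chromosome 2, 11705290 to 11734317) had one of 1.66 and was not called (standard error 0.54, adjusted p = 0.193).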

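In a list of 14 T cell genes, 7 were higher and 7 lower after PFSUV-IMQ, and none was called, with 1 lower at an unadjusted p under 0.05. It is named the CD8 list below, but besides Cd8a and Cd8b1 it holds genes of T cells in general, such as Cd3e and Lck. The mean log2 fold change was -0.13 (adjusted p = 0.369 from limma's camera), and the mean log2 CPM of 3.26 ± 0.56 after PFSUV-IMQ and 3.39 ± 0.31 after saline did not differ beyond the spread between tumors (SD, n = 4 each, exact permutation p = 0.743). Without PFSUV-IMQ replicate 2 the list was lower past the threshold, at -0.40 (adjusted p = 0.00942). Cd8a (chromosome 6, 71373427 to 71379173) had 28.7 ± 16.9 CPM after PFSUV-IMQ and 20.6 ± 9.16 CPM after saline, a log2 fold change of 0.48 (standard error 0.44, adjusted p = 0.748 from edgeR's quasi-likelihood test) whose direction changed with a tumor left out. The largest changes in the list were in Cd5 (chromosome 19, 10717116 to 10739002), with a log2 fold change of -1.17 (standard error 0.36, adjusted p = 0.160), Cd6 (chromosome 19, 10789341 to 10830058), with -0.58 (standard error 0.42, adjusted p = 0.657), and Trbc1 (chromosome 6, 41538218 to 41539881), with 0.56 (standard error 0.50, adjusted p = 0.745). The direction for Trbc1 also changed with a tumor left out, and 41.1% of the 50-base words of its transcript occur in Trbc2. A separate list of 12 genes induced when T cells are activated was higher in all 12 genes, with a mean log2 fold change of 0.62 (adjusted p = 0.00404 from limma's camera, and 0.359 with the correlation between members estimated). The 2 groups of tumors overlapped in the mean of this list (3.15 ± 0.50 and 2.53 ± 0.28 log2 CPM, SD, n = 4 each, exact permutation p = 0.0857). The 1 gene called in it was Cd69 (chromosome 6, 129267325 to 129275436), at 3.06 ± 0.794 CPM after saline and 29.3 ± 30.3 CPM after PFSUV-IMQ, a log2 fold change of 3.25 (standard error 0.62, adjusted p = 0.0252), and its call was lost in 4 of the 8 fits that each left out a tumor. Icos (chromosome 1, 60977927 to 61000320) and Tbx21 (chromosome 11, 97098071 to 97115331) had log2 fold changes of 0.85 and 0.72 (standard errors 0.40 and 0.47, adjusted p = 0.419 and 0.623).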

While CD8 positive alpha beta T cell activation was also enriched, the 3‐h time point was likely also too early to assess for a significant adaptive immune response. IMQ is known to induce the release of interferon alpha through TLR7 and the MyD88 pathway, so enrichment of this pathway was also expected. 

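Across 14 genes of TLR7 and MyD88 signaling, 10 were higher and 4 lower, and the mean log2 fold change was 0.47 (adjusted p = 0.00577 from limma's camera, and 0.359 with the correlation between members estimated). Averaged over the list, log2 CPM was 5.43 ± 0.31 after PFSUV-IMQ and 4.96 ± 0.08 after saline (SD, n = 4 each, exact permutation p = 0.0286), with 5.90 in PFSUV-IMQ replicate 2, apart from the other 3 tumors of its group. Of the 14 genes, 2 were called higher, also when the p values were adjusted over the list alone. The receptor gene Tlr7 (chromosome X, 167304929 to 167330558) was not among them, at 7.55 ± 1.49 CPM after saline and 12.8 ± 8.35 CPM after PFSUV-IMQ, a log2 fold change of 0.75 (standard error 0.39, adjusted p = 0.492 from edgeR's quasi-likelihood test). Myd88 (chromosome 9, 119335934 to 119341411) rose from 30.3 ± 1.16 to 71.7 ± 28.4 CPM, a log2 fold change of 1.24 (standard error 0.24, adjusted p = 0.0287). Its value was 114 CPM in PFSUV-IMQ replicate 2, and its call was lost in 4 of the 8 fits that each left out a tumor. Irf7 (chromosome 7, 141262706 to 141266481), which is itself induced by interferon, rose from 67.8 ± 13.3 to 520.4 ± 219 CPM, a log2 fold change of 2.94 (standard error 0.31, adjusted p = 0.00121), and reached 848 CPM in PFSUV-IMQ replicate 2. The gene 5430427O19Rik (chromosome X, 85870354 to 85891499) had a log2 fold change of 1.01 (standard error 0.43, adjusted p = 0.350).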

Both TLR3 and TLR4 signalling pathways were also found to be increased in this analysis. 

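Among 10 genes of TLR3 signaling, 7 were higher and 3 lower, with a mean log2 fold change of 0.64 (adjusted p = 0.00386 from limma's camera, and 0.359 with the correlation between members estimated). Mean log2 CPM of the list was 5.95 ± 0.33 after PFSUV-IMQ and 5.31 ± 0.12 after saline (SD, n = 4 each, exact permutation p = 0.0286), and PFSUV-IMQ replicate 2 stood apart at 6.44. The 1 gene called was the receptor gene Tlr3 (chromosome 8, 45395665 to 45411080), which rose from 26.0 ± 8.24 to 180.4 ± 91.0 CPM, a log2 fold change of 2.79 (standard error 0.39, adjusted p = 0.00522 from edgeR's quasi-likelihood test). Annotated exons of Gm45542 overlap 7.32% of the Tlr3 exon bases. Ikbke (chromosome 1, 131254343 to 131279606) and Tbk1 (chromosome 10, 121546455 to 121586787) had log2 fold changes of 1.45 and 0.98 (standard errors 0.38 and 0.29, adjusted p = 0.0985 and 0.145). Among 12 genes of TLR4 signaling, 7 were higher and 5 lower, and the mean log2 fold change of 0.24 was not past the threshold (adjusted p = 0.140 from limma's camera). The mean log2 CPM of the TLR4 list was 4.75 ± 0.30 after PFSUV-IMQ and 4.51 ± 0.22 after saline, a difference within the spread between tumors (SD, n = 4 each, exact permutation p = 0.314), with 5.19 in PFSUV-IMQ replicate 2. Tlr4 (chromosome 4, 66827584 to 66930284) had 43.8 ± 20.8 CPM after saline and 41.1 ± 9.12 CPM after PFSUV-IMQ, a log2 fold change of -0.09 (standard error 0.32, adjusted p = 0.952) whose direction changed with a tumor left out. Lbp (chromosome 2, 158306493 to 158332852) had a log2 fold change of 1.59 (standard error 0.61, adjusted p = 0.295) and Cd14 (chromosome 18, 36725067 to 36726798) of 0.63 (standard error 0.17, adjusted p = 0.104). These 3 genes were not called, and the 1 gene of the list that was called was Myd88, described above.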

While IMQ is a TLR7 agonist, it is possible that the overall inflammation generated by its presence played a role in the release of antigens that triggered TLR3 and TLR4 activation. The activation of these TLR pathways could release factors that suppress cancer proliferation and attract T and natural killer cells to enhance the overall anticancer effect.^[^ ^25^ ^]^ NF‐κB signal transduction, retinoic acid inducible gene (RIG‐1), and inflammasome mediated signaling pathways also supported the hypothesis of an activated immune response. 

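All 15 genes of an NF-κB list were higher after PFSUV-IMQ, with a mean log2 fold change of 0.52 (adjusted p = 2.0e-05 from limma's camera, and 0.324 with the correlation between members estimated). No gene of this list was called over all tested genes, 5 were higher at an unadjusted p under 0.05, and 3 were called when the p values were adjusted over the list alone. Tumors had a mean log2 CPM for the list of 6.16 ± 0.34 after PFSUV-IMQ and 5.64 ± 0.09 after saline (SD, n = 4 each, exact permutation p = 0.0286), and PFSUV-IMQ replicate 2 stood apart at 6.67. The largest log2 fold changes were 1.08 in Bcl3 (chromosome 7, 19808462 to 19822770), 1.02 in Tnfaip3 (chromosome 10, 19000910 to 19015657) and 1.01 in Nfkbia (chromosome 12, 55489410 to 55492647), with standard errors of 0.34, 0.30 and 0.31 and adjusted p values of 0.172, 0.137 and 0.155 from edgeR's quasi-likelihood test. Of 12 genes of RIG-I signaling, 10 were higher and 7 were called, with a mean log2 fold change of 1.64 (adjusted p = 4.1e-13 from limma's camera, and 0.0599 with the correlation between members estimated). For the RIG-I list, the mean log2 CPM was 7.07 ± 0.36 after PFSUV-IMQ and 5.44 ± 0.06 after saline (SD, n = 4 each). Ddx58 (chromosome 4, 40203773 to 40239828), which encodes RIG-I, rose from 48.5 ± 7.33 to 293 ± 96.1 CPM, a log2 fold change of 2.59 (standard error 0.26, adjusted p = 9.6e-04). Dhx58 (chromosome 11, 100694884 to 100704271) and Ifih1 (chromosome 2, 62595798 to 62646255) had log2 fold changes of 3.53 and 3.38 (standard errors 0.33 and 0.41, adjusted p = 8.0e-04 and 0.00261). The control tumor with replicate number 5 was lower than the other 3 for Ifih1, at 21.2 CPM. Of 16 inflammasome genes, 15 were tested and 11 were higher, with a mean log2 fold change of 0.44 (adjusted p = 0.00386 from limma's camera, and 0.359 with the correlation between members estimated). The groups of tumors overlapped in the mean of the inflammasome list (4.43 ± 0.44 and 3.99 ± 0.25 log2 CPM, SD, n = 4 each, exact permutation p = 0.114), and PFSUV-IMQ replicate 2 stood apart at 5.09. Casp4 (chromosome 9, 5308828 to 5336783) was called, with a log2 fold change of 1.50 (standard error 0.20, adjusted p = 0.00413). Mefv (chromosome 16, 3707218 to 3718097) and Pycard (chromosome 7, 127989708 to 127993867) had log2 fold changes of 1.34 and 1.18 and were not called (standard errors 0.42 and 0.48, adjusted p = 0.164 and 0.330).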

The function of RIG‐1 lays in sensing viral RNAs to trigger an inflammatory response through release of type I interferons and cytokines.^[^ ^26^ ^]^ RIG‐1 is also a positive regulator for NF‐κB signalling, which could subsequently contribute to the inflammasome activation pathway enrichment. 

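None of 18 type I interferon genes had enough counts to be tested at this time point, and 17 of them had at most 3 counts in any tumor, so their change was not detectable in these counts. The exception, Ifnb1, is named after its values were seen. It had 2, 4, 0 and 2 counts in the control tumors and 4, 7, 3 and 3 in the PFSUV-IMQ tumors, which is 0.0853 ± 0.0603 and 0.261 ± 0.154 CPM (SD, n = 4 each). Fitted without the filter on low counts, it was not past the threshold (adjusted p = 0.614 from edgeR's quasi-likelihood test). Among the Ifna genes, the share of 50-base words that occur in other genes ran from 6.45% for Ifna4 to 67.4% for Ifna1. Some of their reads could therefore have been left uncounted or assigned to another gene. Tnf (chromosome 17, 35199381 to 35202007), which encodes TNF-α, had 3.04 ± 0.784 CPM after saline and 6.69 ± 6.20 CPM after PFSUV-IMQ, a log2 fold change of 1.13 (standard error 0.55, adjusted p = 0.449) that did not exceed the spread between tumors. Across the TNF superfamily of ligands, 15 of 17 genes were tested and 11 were higher, with a mean log2 fold change of 0.53 (adjusted p = 0.0434 from limma's camera, and 0.570 with the correlation between members estimated). The 2 groups overlapped in the mean of this list, at 2.18 ± 0.57 log2 CPM after PFSUV-IMQ and 1.65 ± 0.25 after saline (SD, n = 4 each, exact permutation p = 0.0857), and PFSUV-IMQ replicate 2 stood apart at 3.03. The 1 gene called was Tnfsf10 (chromosome 3, 27317028 to 27342427), with a log2 fold change of 3.20 (standard error 0.62, adjusted p = 0.0267), and its call was lost in 3 of the 8 fits that each left out a tumor. Tnfsf15 (chromosome 4, 63727084 to 63745113) and Tnfsf4 (chromosome 1, 161395409 to 161418410) had log2 fold changes of 1.91 and 1.50 and were not called (standard errors 0.45 and 0.62, adjusted p = 0.0633 and 0.340).

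**Figure D2:**
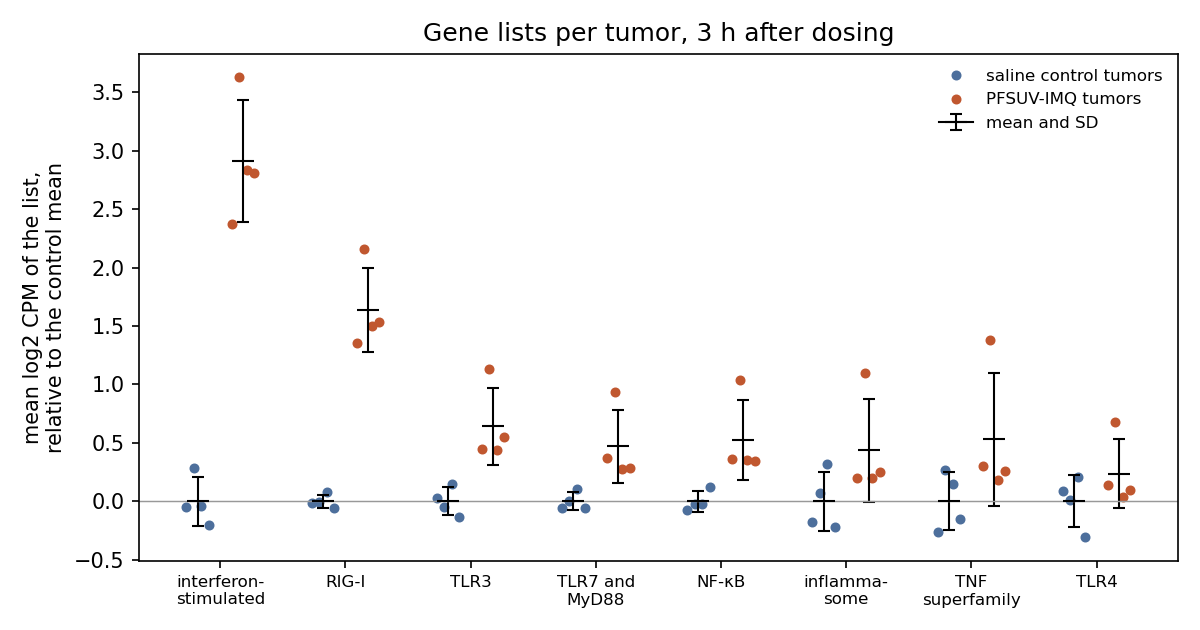
Mean log2 CPM of 8 gene lists in each tumor, relative to the mean of the 4 saline control tumors, with the mean and SD of each group of 4. The 2 groups are apart for the interferon-stimulated, RIG-I, TLR3, TLR7 and MyD88, and NF-κB lists and overlap for the other 3, and the highest point of each list is PFSUV-IMQ replicate 2, from 0.68 for TLR4 to 3.63 for the interferon-stimulated list.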

Taken together, these pathway enrichment clusters suggested that PFSUV‐IMQ stimulated TLRs that activated NF‐κB signaling, resulting in transcription of type I interferons and cytokines like TNF‐*α*. These possibly resulted in inflammasome development and priming of an adaptive immune response. 

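Among 13 genes for granzymes and other cytotoxic proteins, 10 were higher and 3 lower after PFSUV-IMQ, with a mean log2 fold change of 0.97 (adjusted p = 3.2e-04 from limma's camera, and 0.359 with the correlation between members estimated). Every PFSUV-IMQ tumor had a higher mean of this list than every control tumor, at 3.36 ± 0.65 and 2.39 ± 0.58 log2 CPM (SD, n = 4 each, exact permutation p = 0.0286), and PFSUV-IMQ replicate 2 stood apart at 4.35. No gene of the list was called over all tested genes, 7 were higher at an unadjusted p under 0.05, and 6 were called when the p values were adjusted over the list alone. The largest changes were in 3 granzyme genes of chromosome 14. Gzmb (56258838 to 56262260) had 8.66 ± 4.86 CPM after saline and 37.9 ± 30.9 CPM after PFSUV-IMQ, a log2 fold change of 2.12 (standard error 0.56, adjusted p = 0.0985 from edgeR's quasi-likelihood test). Gzmf (56205263 to 56211417) and Gzmg (56156582 to 56159579) had log2 fold changes of 2.10 and 2.03 (standard errors 0.60 and 0.52, adjusted p = 0.126 and 0.0859). Of the 50-base words of their transcripts, 19.4% and 19.8% occur in other genes, so reads could have been left uncounted or assigned to the wrong gene.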

While the timepoint was likely too early to properly assess for an adaptive immune response, CD8 positive alpha beta T cell activation pathways and granzyme mediated programmed cell death signaling were slightly enriched, suggesting there was an increase in granzyme‐secreting CD8+ T cells. All Gene Ontology Biological Processes (GOBP) pathways are summarized in **Table** **1**. These results were well correlated to the increased tumor infiltration of activated DCs and CD8+ T cells shown in Figure 4. 

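The Reactome cascade of TLR7 and TLR8 had a normalized enrichment score of 1.60 (adjusted p = 0.0207 from fgsea), that of TLR3 a score of 1.72 (adjusted p = 0.00477 from fgsea) and that of TLR4 a score of 1.77 (adjusted p = 0.00102 from fgsea). These are largely the same genes, since the TLR7 and TLR8 set of 64 genes shares 54 with the TLR3 set and 61 with the TLR4 set, and 4 of 62, 3 of 73 and 5 of 87 tested genes were called higher. TRAF6 mediated NF-κB activation scored 2.02 (adjusted p = 3.4e-04 from fgsea), with 4 of 16 genes called. TNF signaling, T cell receptor signaling and MHC class II antigen presentation scored 1.05, 0.63 and -1.02 and were not past the threshold (adjusted p = 0.476, 0.951 and 0.476 from fgsea), and no gene of these 3 sets was called in either direction, with 2, 4 and 2 higher and 1, 3 and 2 lower at an unadjusted p under 0.05. The T cell receptor set was lower past the threshold without PFSUV-IMQ replicate 2, with a score of -1.46 (adjusted p = 0.0334 from fgsea), and so was MHC class II without PFSUV-IMQ replicate 1, with -1.74 (adjusted p = 8.8e-04 from fgsea). From its enriched GO processes, the paper proposes that PFSUV-IMQ stimulated TLRs that activated NF-κB signaling and, with it, the transcription of type I interferons and cytokines such as TNF-α. It further proposes that inflammasome development and priming of an adaptive response followed, and that granzyme-secreting CD8+ T cells increased.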

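In the tumor RNA, 14 genes linked to the maturation of dendritic cells had a mean log2 fold change of 0.10, with 7 higher and 7 lower (adjusted p = 0.907 from limma's camera). The mean log2 CPM of the list was 6.11 ± 0.41 after PFSUV-IMQ and 6.01 ± 0.20 after saline, which did not differ beyond the spread between tumors (SD, n = 4 each, exact permutation p = 0.686), and with a tumor left out its change ranged from -0.08 to 0.23. Cd40 (chromosome 2, 165055627 to 165072948) was the 1 gene called, rising from 5.84 ± 1.33 to 39.5 ± 28.9 CPM, a log2 fold change of 2.75 (standard error 0.44, adjusted p = 0.0110 from edgeR's quasi-likelihood test), and PFSUV-IMQ replicate 2 stood apart at 82.9 CPM. Cd80 (chromosome 16, 38455561 to 38496335) had 19.8 ± 2.55 CPM after saline and 30.7 ± 2.29 CPM after PFSUV-IMQ without overlap of the groups, a log2 fold change of 0.64 (standard error 0.15, adjusted p = 0.0693). Cd86 (chromosome 16, 36603869 to 36666081) had a log2 fold change of 0.75 (standard error 0.31, adjusted p = 0.329) with overlapping groups. Ccl22 (chromosome 8, 94745590 to 94751699) and Ciita (chromosome 16, 10480059 to 10528418) were lower, with log2 fold changes of -0.91 and -0.85, and were not called (standard errors 0.36 and 0.21, adjusted p = 0.304 and 0.0722). Among the controls, replicate 1 was lowest for Ccl22, at 8.89 CPM.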

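The Reactome set for the induction of interferon alpha and beta through RIG-I and MDA5 had a normalized enrichment score of 2.14 (adjusted p = 1.4e-05 from fgsea), with 6 of 44 tested genes called higher. The set of NOD-like receptor pathways scored 1.62 (adjusted p = 0.0221 from fgsea), with 1 of 39 genes called, and the set of inflammasomes scored 1.65 (adjusted p = 0.0385 from fgsea), with none of 16 called and 6 higher at an unadjusted p under 0.05. The inflammasome set passed the threshold by little, and ranking the genes by log2 fold change in place of the test statistic gave an adjusted p of 0.0603 from fgsea.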

After administration of PFSUV‐IMQ, innate immune activation pathways were found to be significantly upregulated in the RNA‐seq, which matched the increase in IFN‐*α* that was observed in the liver (Figure 1F). As dendritic cells were hypothesized to be the main drivers behind the type 1 interferon secretion and were found to be enriched in tumors after drug administration, we validated the activation of DC 2.4s by PFSUV‐IMQ in cell culture. As shown in Figure S2 (Supporting Information), increased DC 2.4s were found to be expressing CD80 and CD86 when treated with PFSUV‐IMQ, suggesting this treatment was effective in enhancing the antigen presenting ability of these cells through TLR7 activation. Altogether, TLR7 signaling started when the TLRs sensed IMQ, which then triggered a cascade through the MyD88 dependent pathway, resulting in increased secretion of interferons and cytokines. TLR7 activation also resulted in upregulation of DC maturation proteins like CD80/CD86.^[^ ^27^ ^]^ As CD80/CD86 are co‐stimulatory molecules that activate CD28 on cytotoxic T cells, these activated DCs could present antigen to CD8+ T cells, thus activating them (IFN‐y+) for tumor‐specific killing.^[^ ^28^ ^]^ (Figure 4) It is important to note that the mechanism of PFSUV‐IMQ differs from existing immunotherapies like immune checkpoint inhibitors (ICIs) as PFSUV‐IMQ activates DCs in the tumor to present antigen to CD8+ T cells. 

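A list of 14 genes with inhibitory roles in the immune response rose by a mean log2 fold change of 0.94 after PFSUV-IMQ, with 10 genes higher and 4 lower (adjusted p = 4.4e-04 from limma's camera, and 0.359 with the correlation between members estimated). Its mean log2 CPM was 4.96 ± 0.62 after PFSUV-IMQ and 4.02 ± 0.45 after saline (SD, n = 4 each, exact permutation p = 0.0286). The 3 genes called were also the 3 largest changes. Nos2 (chromosome 11, 78920787 to 78960254) had 7.90 ± 2.40 CPM after saline and 129 ± 173 CPM after PFSUV-IMQ, a log2 fold change of 4.03 (standard error 0.85, adjusted p = 0.0389 from edgeR's quasi-likelihood test), and lost its call in 4 of the 8 fits that each left out a tumor. Ido1 (chromosome 8, 24584136 to 24597009) rose from 8.47 ± 3.50 to 61.8 ± 38.2 CPM, a log2 fold change of 2.86 (standard error 0.45, adjusted p = 0.00957). Cd274 (chromosome 19, 29367455 to 29388095), which encodes PD-L1, rose from 51.3 ± 27.4 to 304 ± 114 CPM, a log2 fold change of 2.57 (standard error 0.40, adjusted p = 0.0102). Annotated exons of AC119228.1 overlap 14.1% of the Cd274 exon bases.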

Based on the RNA‐seq, we observe a modulation of the tumor immune microenvironment from an immunosuppressive phenotype to an immune‐active phenotype. Currently available ICIs only focus on blocking the negative interaction between T cells and cancer cells, therefore, we are introducing a novel mechanism of immunotherapy through PFSUV‐IMQ. 

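Of 20 genes for early inflammatory cytokines and chemokines, 18 were tested, and 15 were higher and 3 lower. Their mean log2 fold change was 1.20 (adjusted p = 3.7e-07 from limma's camera, and 0.324 with the correlation between members estimated), with a mean log2 CPM of 4.78 ± 0.70 after PFSUV-IMQ and 3.59 ± 0.29 after saline (SD, n = 4 each, exact permutation p = 0.0286). Over all tested genes 3 were called, and 9 when the p values were adjusted over the list alone. Cxcl11 (chromosome 5, 92359544 to 92365485) rose from 5.35 ± 2.55 to 183 ± 187 CPM, a log2 fold change of 5.09 (standard error 0.71, adjusted p = 0.00516 from edgeR's quasi-likelihood test). It is annotated as a polymorphic pseudogene, and 41.7% of its exon bases overlap exons of Gm2673, so its reads could have been left uncounted or assigned to that gene. Cxcl9 (chromosome 5, 92321347 to 92328079) rose from 105 ± 39.1 to 1055 ± 929 CPM, a log2 fold change of 3.33 (standard error 0.57, adjusted p = 0.0153), and lost its call in 2 of the 8 fits that each left out a tumor. Il6 (chromosome 5, 30013114 to 30019981) had 0.567 ± 0.228 CPM after saline and 3.52 ± 2.52 CPM after PFSUV-IMQ, a log2 fold change of 2.61 (standard error 0.54, adjusted p = 0.0374), and lost its call in 7 of these fits.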

Overall, NGS analysis showed an increased expression of early inflammatory genes in treated mouse tumors relative to the untreated control. 

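Genes that mark dendritic cells, as distinct from their maturation, were lower in 7 of 10 cases, with a mean log2 fold change of -0.44 (adjusted p = 0.0434 from limma's camera, and 0.552 with the correlation between members estimated), and none was called, with 3 lower at an unadjusted p under 0.05. Over the 10 genes, mean log2 CPM was 2.48 ± 0.43 after PFSUV-IMQ and 2.93 ± 0.40 after saline, a difference that did not exceed the spread between tumors (SD, n = 4 each, exact permutation p = 0.200). Restricting the list to genes with at least 10 counts in every tumor gave a mean of -0.32 (adjusted p = 0.0910). The largest changes were in Cd209a (chromosome 8, 3743397 to 3748984), with a log2 fold change of -1.58, Flt3 (chromosome 5, 147330741 to 147400489), with -1.14, and Siglech (chromosome 7, 55768178 to 55778925), with -1.11. Their standard errors were 0.77, 0.34 and 0.41 (adjusted p = 0.443, 0.147 and 0.271 from edgeR's quasi-likelihood test). Cd209a was highest in the control tumor with replicate number 4, at 7.00 CPM.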

The results were consistent with the flow cytometry data, where dendritic cells were found activated after PFSUV‐IMQ treatment. Taken together, these data suggested PFSUV‐IMQ was effective in tuning the tumor immune microenvironment from immunosuppressive to immune active, thus facilitating the overall decrease in tumor volume. Since the immunological mechanisms of PFSUV‐IMQ differ from those of approved immunotherapies, such as ICIs, this novel therapy may synergize with existing drugs to enhance efficacy.

**Figure 5:**
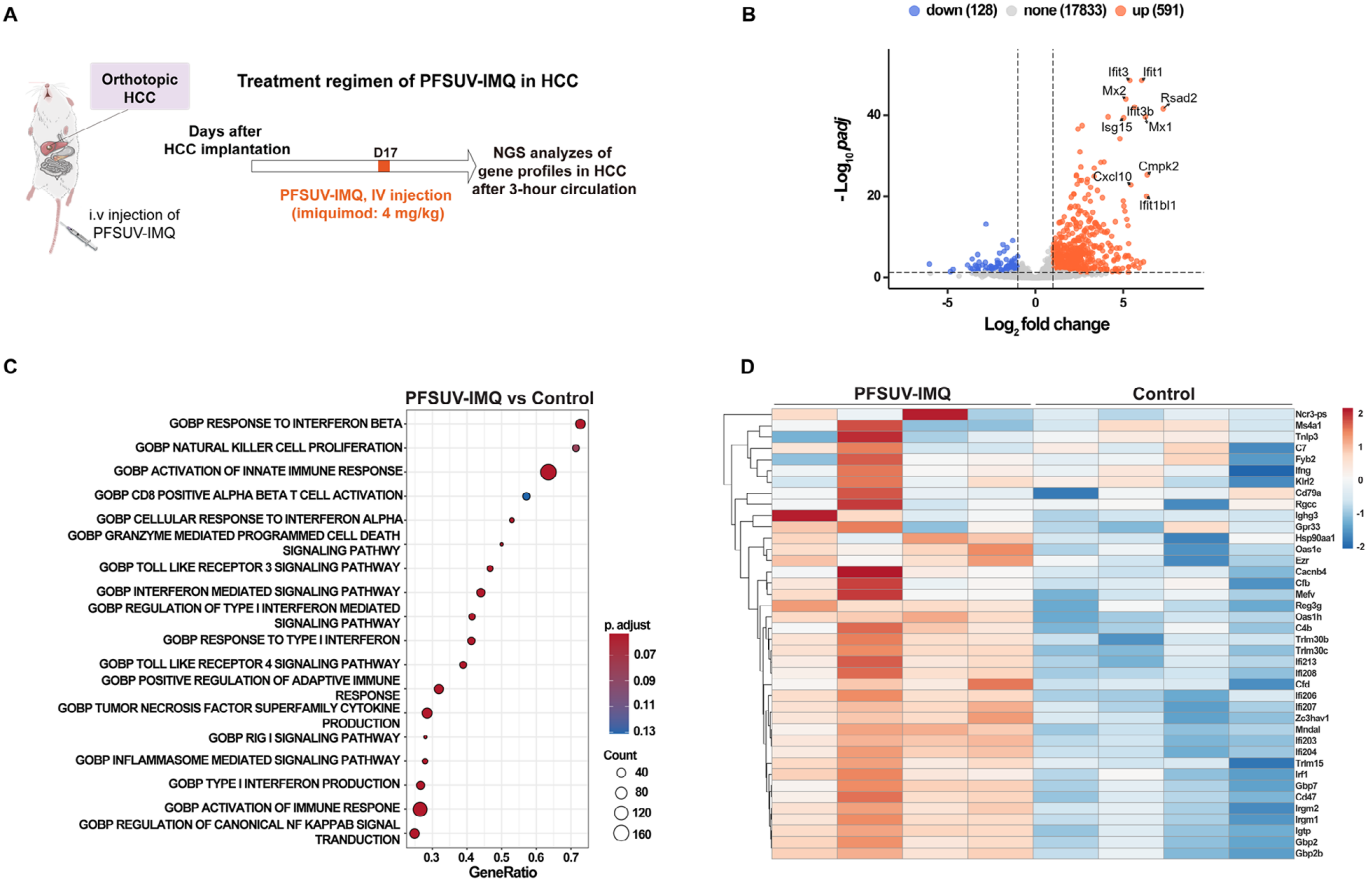
RNA‐seq data in HCA‐1 liver tumors 3 h after a single dose of PFSUV‐IMQ. A) Treatment scheme for RNA‐seq sample harvest. B) Volcano plot for upregulated and downregulated genes in the tumors treated with PFSUV‐IMQ versus untreated control. C) Gene Ontology analysis of PFSUV‐IMQ versus untreated control. D) RNA‐seq heat map.

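Of the 40 genes drawn in the heat map, 36 had enough counts to be tested, and all 36 had a higher mean after PFSUV-IMQ. At an adjusted p under 0.05 and a log2 fold change above 1 (edgeR's quasi-likelihood test), 18 of the 36 were called higher. With the p values adjusted over the list alone, 27 had an adjusted p under 0.05. In 28 of the 40 genes the PFSUV-IMQ tumors did not overlap the control tumors, which 2.86% of groupings give by chance for a single gene, and in 30 the highest tumor was PFSUV-IMQ replicate 2. Several of the largest changes were in a cluster of interferon-inducible genes on chromosome 1. Ifi206 (173468485 to 173491041) had a log2 fold change of 5.18 (standard error 0.73, adjusted p = 0.00533), with 23.3 CPM in PFSUV-IMQ replicate 2, apart from the other 3. Ifi213 (173566283 to 173599274) and Ifi208 (173673675 to 173698395) had log2 fold changes of 4.54 and 4.12 (standard errors 0.89 and 0.66, adjusted p = 0.0288 and 0.0110). Of the 50-base words of the Ifi206 and Ifi208 transcripts, 26.1% each occur in other genes. Ifi203, Ifi204, Ifi207 and Mndal of the same cluster had log2 fold changes of 1.97, 1.99, 1.83 and 2.16, with adjusted p values from 0.00227 to 0.00327. Shared words made up 30.2% of the Ifi204 and 27.2% of the Mndal transcript. Oas1h (chromosome 5, 120861421 to 120873506) had 16 to 30 counts per PFSUV-IMQ tumor and at most 2 per control tumor, so it was at least 8.61-fold higher (adjusted p = 0.00295). Trim30c (chromosome 7, 104382065 to 104400837) and Trim30b (chromosome 7, 104355382 to 104369884) had log2 fold changes of 4.23 and 2.75 (standard errors 0.67 and 0.51, adjusted p = 0.0105 and 0.0223). The single values that stood apart were 9.50 CPM of Trim30b in PFSUV-IMQ replicate 2 and 1.68 CPM of Trim30c in control replicate 4. The GTPase genes Igtp, Gbp2b, Gbp7, Gbp2, Irgm2 and Irgm1 had log2 fold changes from 1.87 to 2.44 and adjusted p values from 0.00333 to 0.0210, and Zc3hav1 and Cd47 had log2 fold changes of 1.20 and 1.02 (adjusted p = 0.0116 and 0.0356). The call of Cd47 was lost in 7 of the 8 fits that each left out a tumor, and that of Ifi213 in 5. Calls were also lost in 3 of these fits for Gbp7 and for Irgm2 and in 2 for Trim30b. Irgm1, Gbp2, Gbp2b, Ifi208 and Zc3hav1 each lost theirs in 1.
Among the 18 tested genes that were not called, Ighg3 had the largest log2 fold change, 3.37 (standard error 0.93, adjusted p = 0.114 from edgeR's quasi-likelihood test), with 478 counts in PFSUV-IMQ replicate 1 and 21 to 68 in the other 3 PFSUV-IMQ tumors. Cacnb4, C4b, Cfb and Trim15 had log2 fold changes of 1.98, 1.94, 1.49 and 1.37 (adjusted p = 0.177, 0.0665, 0.321 and 0.106). Cacnb4 reached 5.17 CPM in PFSUV-IMQ replicate 2, and 81.4% of the 50-base words of the Cfb transcript and 35.2% of those of C4b occur in other genes. Irf1, Hsp90aa1, Ezr, Gpr33, Rgcc and Ifng had log2 fold changes from 0.62 to 0.87 and adjusted p values from 0.0939 to 0.664. For Hsp90aa1, 58.5% of the 50-base words occur in other genes. Cd79a, Fyb2, C7, Tnip3 and Ms4a1 had log2 fold changes from 0.63 to 0.81 and adjusted p values from 0.711 to 0.864, and the direction of each changed with a tumor left out. Cd79a reached 8.45 CPM in PFSUV-IMQ replicate 2. The 4 genes with too few counts to be tested were Ncr3-ps, Oas1e, Reg3g and Cfd, with 0.528 ± 0.450, 0.412 ± 0.217, 0.534 ± 0.274 and 0.468 ± 0.222 CPM after PFSUV-IMQ and 0.220 ± 0.0342, 0.0602 ± 0.0586, 0.0547 ± 0.0832 and 0.135 ± 0.0564 CPM after saline (SD, n = 4 each).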

**Table 1:** The Gene Ontology Biological Processes (GOBP) pathway analysis revealed differential expression of innate and adaptive immune regulatory pathways in murine HCA‐1 tumors treated with PFSUV‐IMQ compared to the untreated.

Name of gene set	ES	NES	pvalue
GOBP_RESPONSE_TO_INTERFERON_BETA	0.9087	2.6543	0.0012
GOBP_RESPONSE_TO_TYPE_I_INTERFERON	0.8576	2.4934	0.0012
GOBP_INTERFERON_MEDIATED_SIGNALING_PATHWAY	0.8136	2.4398	0.0012
GOBP_REGULATION_OF_TYPE_I_INTERFERON_MEDIATED_SIGNALING_PATHWAY	0.8685	2.3850	0.0013
GOBP_ACTIVATION_OF_INNATE_IMMUNE_RESPONSE	0.6914	2.3659	0.0010
GOBP_TYPE_I_INTERFERON_PRODUCTION	0.7247	2.3309	0.0011
GOBP_CELLULAR_RESPONSE_TO_INTERFERON_ALPHA	0.9221	2.1508	0.0015
GOBP_TOLL_LIKE_RECEPTOR_4_SIGNALING_PATHWAY	0.7127	2.0462	0.0012
GOBP_TOLL_LIKE_RECEPTOR_3_SIGNALING_PATHWAY	0.7830	2.0342	0.0014
GOBP_REGULATION_OF_CANONICAL_NF_KAPPAB_SIGNAL_TRANSDUCTION	0.5922	1.9885	0.0010
GOBP_ACTIVATION_OF_IMMUNE_RESPONSE	0.5684	1.9856	0.0010
GOBP_RIG_I_SIGNALING_PATHWAY	0.7769	1.9464	0.0014
GOBP_INFLAMMASOME_MEDIATED_SIGNALING_PATHWAY	0.6966	1.9309	0.0013
GOBP_TUMOR_NECROSIS_FACTOR_SUPERFAMILY_CYTOKINE_PRODUCTION	0.5638	1.8934	0.0010
GOBP_GRANZYME_MEDIATED_PROGRAMMED_CELL_DEATH_SIGNALING_PATHWAY	0.8407	1.8801	0.0015
GOBP_NATURAL_KILLER_CELL_PROLIFERATION	0.7224	1.8417	0.0029
GOBP_POSITIVE_REGULATION_OF_ADAPTIVE_IMMUNE_RESPONSE	0.5268	1.7146	0.0011
GOBP_CD8_POSITIVE_ALPHA_BETA_T_CELL_ACTIVATION	0.6159	1.700	0.006

## 3 Conclusion

In summary, PFSUVs were loaded with IMQ, a typically insoluble TLR7 agonist for systemic administration. This formulation showed strong liver and hepatocyte selectivity and differentially activate the immune response in the liver. Intravenous PFSUV‐IMQ administration resulted in sustained IFN‐*α* levels in the liver with significantly lower plasma levels compared to free IMQ. When tested in combination with Oxa chemotherapy in a mouse model of liver metastasis from colorectal cancer, tumors were found to be significantly reduced in volume with increased apoptotic cells and infiltrating CD8+ T cells. In a mouse model of liver cancer, PFSUV‐IMQ combination with Oxa also showed decreases in tumor burdens, as well as superior control for lung metastasis. Flow cytometry and RNA‐seq of tumors after PFSUV‐IMQ administration revealed a significant increase in activated DCs and activated CD8+ T cells in the tumor as well as elevated gene expression indicative of innate immune activation. Overall, systemic delivery of IMQ using PFSUVs demonstrated specific tuning of the TIME and reduced liver tumor burdens.

## 4 Experimental Section

### Phospholipid‐Free Small Unilamellar Vesicles (PFSUV) Preparation and Characterization

PFSUVs containing cholesterol and Tween80 were prepared as previously described.^[^ ^22^ ^]^ Cholesterol and Tween80 (5:1 molar ratio) were dissolved in ethanol (10 mg total lipid/mL) and mixed with 250 mM ammonium sulfate at a flow ratio of 1:3 and a total flow rate of 20 mL min^−1^ at the room temperature using NanoAssemblr Benchtop (Precision Nanosystems, Vancouver, BC, Canada). The particles were collected and dialyzed overnight against 100 mM sodium acetate buffer (pH 5) to remove the ethanol. Particle size, PDI and zeta potential of the PFSUVs were measured by dynamic light scattering using Zetasizer NanoZS (Malvern Instruments, Malvern, UK).

### Imiquimod (IMQ) Loading

IMQ was actively loaded into PFSUV using the solvent‐assisted loading technique (SALT).^[^ ^29^ ^]^ IMQ was dissolved in DMSO and mixed with PFSUV at a 1/5 (w/w) drug‐to‐lipid ratio. The final concentration of DMSO in the mixture was <10% (v/v). The mixture was incubated at 37 °C for 1 h and quenched on ice for 2 min. The formulation was further dialyzed against HEPES (4‐(2‐hydroxyethyl)‐1‐piperazineethanesulfonic acid) buffered saline (HBS, pH 7.4) overnight. For Ultra High‐Performance Liquid Chromatography (UPLC) measurements, 15 µL of the PFSUVs were mixed with 45 µL ethanol and sonicated for 5 min, followed by injection of 10 µL of the sample for analysis.

### Cryo‐TEM

Empty PFSUVs and PFSUV‐IMQ (25 mg lipid/mL) were added to a glow‐charged copper grid using an FEI Mark IV Vitrobot (FEI, Hillsboro, OR, USA). Imaging was done using a 200 kV Glacios microscope equipped with a Falcon III camera at the UBC High Resolution Macromolecular Cryo‐Electron Microscopy facility (Vancouver, BC, Canada).

### Ultra Performance Liquid Chromatography (UPLC)

IMQ concentration was measured using an ACQUITY UPLC H‐Class System (Waters, Milford, MA) coupled online to a photodiode array (PDA) detector (wavelength 320 nm). A BEH‐C18 column (inner diameter: 2.1 mm; length: 100 mm; particle size: 1.7 m, Waters) was used for separation with a gradient mobile phase containing a mixture of eluent A and B (0.1% aqueous TFA and 0.1% TFA in methanol, respectively) at a flow rate of 0.3 mL min^−1^. The gradient used was as follows: 0 min: A/B (95/5); 2 min: A/B (95/5); 8 min: A/B (0/100); 11 min: A/B (0/100); 11.1 min: A/B (95/5); 13 min: A/B (95/5). Lipid concentrations were determined using the same chromatographic method in conjunction with an evaporative light scattering (ELS) detector.

### Mice

For tissue distribution and cytokine stimulation studies, female CD‐1 mice (18–20 g, 5–6 weeks old) were purchased from The Jackson Laboratory (Bar Harbor, ME). These in vivo studies were conducted in accordance with an established protocol (A22‐0141) approved by the Animal Care Committee of the University of British Columbia (Vancouver, BC, Canada). For the mouse model of liver metastasis from a colorectal cancer origin, male BALB/c mice (4‐5 weeks old, 18–20 g) were purchased from Japan SLC (Shizuoka, Japan). All animal experiments were conducted with the approval of the Animal and Ethics Review Committee of Tokushima University (Approved No. T2022–36). For the primary liver cancer model studies, male C3H/HeNCrNarl (4–6 weeks old, 25 g) mice were purchased from the National Laboratory Animal Center (Taipei, Taiwan). All animals received humane care, in compliance with the “Guide for the Care and Use of Laboratory Animals” published by the National Academy of Sciences. All animal experiments were conducted in accordance with an established protocol (Protocol #109074), approved by the Animal Research Committee of National Tsing Hua University.

### Cytokine Stimulation in the Liver

PFSUV‐IMQ was i.v. administered at a dose of 1 mg kg^−1^ into female CD‐1 mice. Blood and liver were collected at 30 min, 1 h, 3 h, 5 h and 24 h. After collection, blood was transferred into EDTA(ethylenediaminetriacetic acid)‐coated tubes and separated into plasma via centrifugation for 10 min at 500 x g at 4 °C. Mouse liver was collected after euthanasia and washed twice with PBS, blotted dry, and weighed (≈0.5 g) into a 1.5 mL microtube (Next Advance, Inc., Troy, NY, USA). Protease inhibitor cocktail in PBS (1:100 v/v dilution, Sigma Aldrich) was added to the tissue (0.3 mL per 0.1 g tissue), and homogenized at 4 °C for 5 min using a tissue homogenizer Bullet blender (Next Advance, Inc., Troy, NY, USA) at an instrument speed of 10. Samples were then subjected to ELISA analysis for IFN‐*α* levels according to the manufacturer's protocols (Thermofisher, Catalog # BMS6027).

### Biodistribution

Female CD‐1 mice (18–20 g, 5–6 weeks old) purchased from The Jackson Laboratory (Bar Harbor, ME) were i.v. injected with DiR‐PFSUVs at a dosage of 0.3 µg g^−1^. Mice were imaged using an IVIS Imaging System (Caliper Life Sciences, Waltham, MA) under nose‐cone administered isoflurane anesthesia at 30 min, 1 h, 4 h and 24 h. For organ biodistribution, female CD‐1 mice (31‐39 g, 18–20 weeks old) were purchased from Charles River Laboratories (Senneville, QC, Canada). DiR‐PFSUVs were injected at a dosage of 0.3 µg g^−1^ and one day post injection, mice were euthanized, and brain, liver, kidneys and spleen were harvested, washed with PBS and stored in 10% (v/v) formalin in PBS overnight at room temperature. The organs were then imaged using the same IVIS Imaging System. Average radiance was quantified using the Living Image 3.1 Software (Caliper Life Sciences, Waltham, MA).

### Intrahepatic Co‐Localization

PFSUV‐DiR was i.v. injected into mice at a dosage of 0.3 µg DiR/g. They were then euthanized 2 h post injection and the liver was harvested, washed with phosphate‐buffered saline (PBS) and then stored in 10% (v/v) formalin in PBS at room temperature overnight. 40 µm tissue sections were then prepared from the fixed livers using a vibratome (Precisionary Instruments LLC, Boston, MA). These sections were added to PBS and incubated in 0.1% (v/v) Triton X‐100 in PBS for 5 min, before being washed three times in PBS and then incubated in 1% (v/v) bovine serum albumin in PBS For 10 min. Tissue sections were washed 3 times with PBS again and then incubated in Alexa Fluor 488 Phalloidin (APh, 80 µL, 1 U mL^−1^). To remove excess staining, sections were further washed with PBS and then mounted on a glass slide with a drop of Fluoroshield containing DAPI (Sigma–Aldrich). A confocal microscope (Zeiss LSM 700) at 20x magnification and analyzed with ZEN software (both Carl Zeiss, Oberkochen, Germany).

### Efficacy in a Model of Liver Metastases from a Colorectal Cancer Origin

To develop the liver metastasis model, mice were placed in the supine position, and a 1‐ to 1.5‐cm skin incision was made in the upper abdominal wall, followed by a 1‐cm incision in the peritoneum to expose the liver. CT26‐Luc cells 2.0 × 10^5^ in 10 µl of 2:1 RPMI 1640/Matrigel (Corning, NY, USA)] were gently injected under the surface of the left lobe of the liver. The insertion site was sealed with an absorbable hemostatic material (SURGICEL, Johnson and Johnson, New Brunswick, NJ, USA). The liver was returned within the body after the injection, and the abdominal incision was closed in 2 layers with 4‐0 silk surgical thread (Natsume Seisakusho, Tokyo, Japan). After 4 days, mice were injected intraperitoneally (i.p.) with 6 mg kg^−1^ of Oxaliplatin. On days 5, 7, 9, 11, 13, and 15, mice were i.v. injected with either 1 mg kg^−1^ PFSUV‐IMQ, 1 mg kg^−1^ free IMQ, or saline. Throughout the experiment, tumor growth was monitored using luminescence where 100 µL of 15 mg mL^−1^ D‐luciferin potassium salt (FUJIFILM Wako Pure Chemical Corporation, Osaka, Japan) was injected i.p. and then mice were imaged on IVIS (Xenogen, CA, USA). Mice were sacrificed on Day 16 and tumors were collected and volume measurements were taken. Tumors were then fixed in 10% formalin (v/v) in PBS. Paraffin‐embedded liver section, IHC staining for CD8+ T cells, TUNEL staining, and microscopic imaging were performed by Wax‐it Histology Services Inc. (Vancouver, BC, Canada). Image analysis and quantification was done using ImageJ.

### Efficacy in a Model of Primary Liver Cancer

The primary liver cancer model was developed as described.^[^ ^30^ ^]^ After 10 days, mice were i.p. injected with 6 mg kg^−1^ of Oxa. On days 11, 13, 15, 17, 19, and 21, mice were i.v. injected with either 1 mg kg^−1^ PFSUV‐IMQ, 1 mg kg^−1^ free IMQ or saline. Mice were sacrificed on Day 24 and tumors, and lungs were collected. Volume measurements were taken of the liver tumors. Lung tissue was cut into small pieces and fixed in 4% PFA (in PBS) overnight before being embedded in paraffin wax. The sections were then stained with immunofluorescent dyes and observed with an inverted microscope (IX83, Olympus, Japan).

### Flow Cytometry Analysis

To evaluate the immune profile in the orthotopic HCC model, mice at the end point from the above efficacy study were perfused with PBS via intracardiac injection, followed by euthanasia. Tumors were enzymatically digested at 37 °C for 30 min using collagenase type 1A (1.5 mg mL^−1^) and hyaluronidase (1.5 mg mL^−1^) prepared in RPMI medium. The resulting cell suspensions were stained with specific antibodies for flow cytometry analysis. The antibodies employed included CD45‐FITC (no. 30‐F11), 7‐AAD, CD11c‐APC (no. 550261), CD86‐PE‐Cy7 (no. 560582), CD3e‐APC (no. 145‐2C11), CD8‐PE‐Cy7 (no. 53–6.7), CD16/CD32 BD Fc Block (no. 2.4G2), all procured from BD Biosciences (CA); MHCII‐APC‐eflour780 (no. 47‐5321‐82) from eBioscience (California, USA).

To detect IFN‐*γ* expression in CD8 T cells, the cell suspensions were fixed with 4% paraformaldehyde, permeabilized using Cytofix/Cytoperm solution (BD Biosciences), and stained intracellularly with IFN‐*γ*‐APC‐Cy7 (no. 561479, BD Biosciences, California, USA) in accordance with the manufacturer's instructions. The immune profile of tumor samples was performed using a BD FACSAria III flow cytometer and data were analyzed using FACSDivaTM software. The gating strategy for the flow cytometry data is shown in Figure S3 (Supporting Information).

### Next‐Generation Sequencing Gene Expression Analysis

C3H mice were orthotopically implanted with the HCA‐1 tumor as previously described. On day 17, mice were either given saline or 4 mg kg^−1^ PFSUV‐IMQ at a single dose i.v. After 3 h, mice were euthanized and their tumors taken for analysis. RNA samples were extracted from the treatment and control groups using the RNeasy Kit (Qiagen), and the integrity of the samples was assessed with the RNA Nano6000 assay kit (Agilent Technologies, CA, USA). Library preparation and sequencing was conducted by Biotools Co., Ltd. The resulting FASTQ files were aligned to the reference genome using TopHat v2.0.12, and gene‐level read counts were quantified with HTSeq v0.6.1. Gene expression levels were determined as FPKM (Fragments Per Kilobase of transcript per Million mapped reads) based on gene length and mapped read counts.

RNA sequencing‐derived read counts were used to calculate gene expression. Normalization and differential expression analysis were performed using edgeR (v3.28.1) and DESeq2 (v1.26.0), respectively. Differentially expressed genes (DEGs) were identified with edgeR using a p‐value and false discovery rate (FDR) threshold of <0.05. Heatmaps of differential expression were visualized via the ClusVis web server, and gene set enrichment analysis (GSEA) was applied to interpret biological variability. The processed data were submitted to the Gene Expression Omnibus (GEO) repository with the accession number GSE289163 (GEO release date, March 1^st^, 2025).

### Statistical Analysis

All data were presented as mean ± SEM. Statistical analysis was performed with GraphPad Prism version 8.0 (GraphPad Software, San Diego, CA, USA). Comparisons between groups were made by unpaired t‐test and one way ANOVA. A difference with p < 0.05 was considered to be statistically significant.

### Animal Ethics

All animals received humane care, in compliance with the “Guide for the Care and Use of Laboratory Animals” published by the National Academy of Sciences. All in vivo studies were conducted in accordance with either an established protocol (A22‐0141) approved by the Animal Care Committee of the University of British Columbia (Vancouver, BC, Canada), animal protocol (No. T2022‐36) approved by the Animal and Ethics Review Committee of Tokushima University, or animal protocol (Protocol #109074) approved by the Animal Research Committee of National Tsing Hua University

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Imiquimod‐Loaded Phospholipid‐Free Small Unilamellar Vesicles Activate the Tumor Immune Microenvironment to Treat Liver Cancer and Liver Metastases
**Source:** Adv Healthc Mater. 2025 Jun 17;14(22):2501691. doi: 10.1002/adhm.202501691
**Supplement:** Supplementary file 1 — Supporting Information

## Additional Materials and Methods

### DC 2.4 activation

DC 2.4 were plated at 5x10^4^ cells per well in a 24-well plate and left to grow overnight in RPMI1640 media supplemented with 10% FBS, 1X non-essential amino acids and 1X penicillin and streptomycin. The media was replaced the next day and PFSUV-IMQ, and free IMQ were added at 25 ug/mL per well (100 μL). DMSO (0.1%) and empty PFSUV controls were added accordingly and incubated for 24 hours. Cells were then removed from the 24-well plate by using 0.25% trypsin, then replated into 96-well V-bottom plates for flow cytometry analysis. Cells were stained with CD11c- PE Vio770 (REA759), CD80-FITC (REA983) and CD86-PE (REA1190) from Miltenyi Biotec (Bergisch Gladbach, Germany).

### In vitro drug retention

An in vitro drug retention study in serum was done to evaluate the amount of IMQ retained in the PFSUVs in plasma circulation prior to reaching the liver. PFSUV-IMQ was incubated at a 1:4 ratio (v/v) in FBS at 37°C. Since the formulation was shown to effectively accumulate in the liver after 2 hours, the drug retention was examined at 10, 30 and 120 minutes. At each time point, samples were collected and purified via size exclusion chromatography (SEC) to remove the released IMQ. Ultra performance liquid chromatography (UPLC) was then used to measure the retained concentration of IMQ.

### Cytotoxicity assay

To assess the cytotoxicity of Oxa and PFSUV-IMQ *in vitro,* HepG2 cells and CT26 cells were plated onto 96-well plates and incubated for 24 hours (7500 cells/well for CT26 and 10000 cells/well for HepG2). Either Oxa alone, OXA + PFSUV-IMQ or Oxa + free IMQ was added to the cells and incubated for 24 hours prior to addition of 25μL of XTT sodium salt (1 mg/mL) activated by N-methyl dibenzopyrazine methyl sulfate (PMS) (25 μM) (MedChemExpress, NJ, USA). Plates were then incubated for 4 hours and then measured for absorbance (450 nm and 650 nm as the reference wavelength) on the BioTek Synergy Mx. (BioTek, VT, USA)

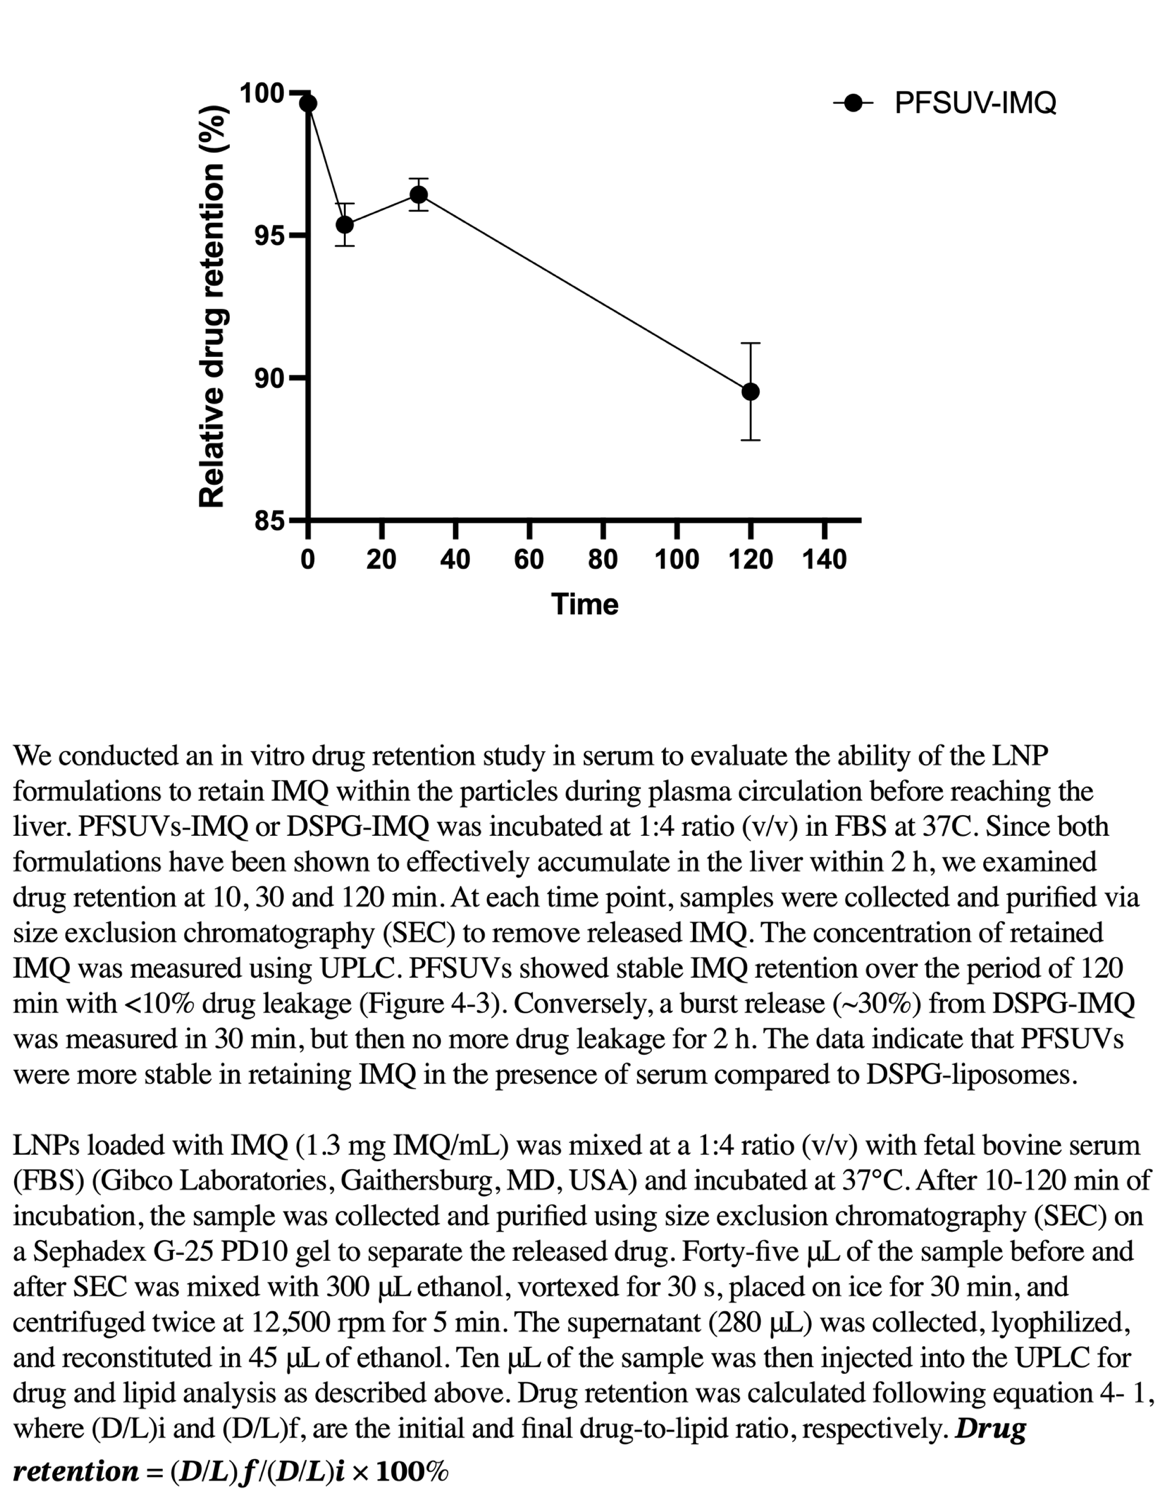

Figure S1. In vitro drug retention of PFSUV-IMQ in 25% fetal bovine serum (FBS) at 37°C. Data= mean ± SD (n=3).
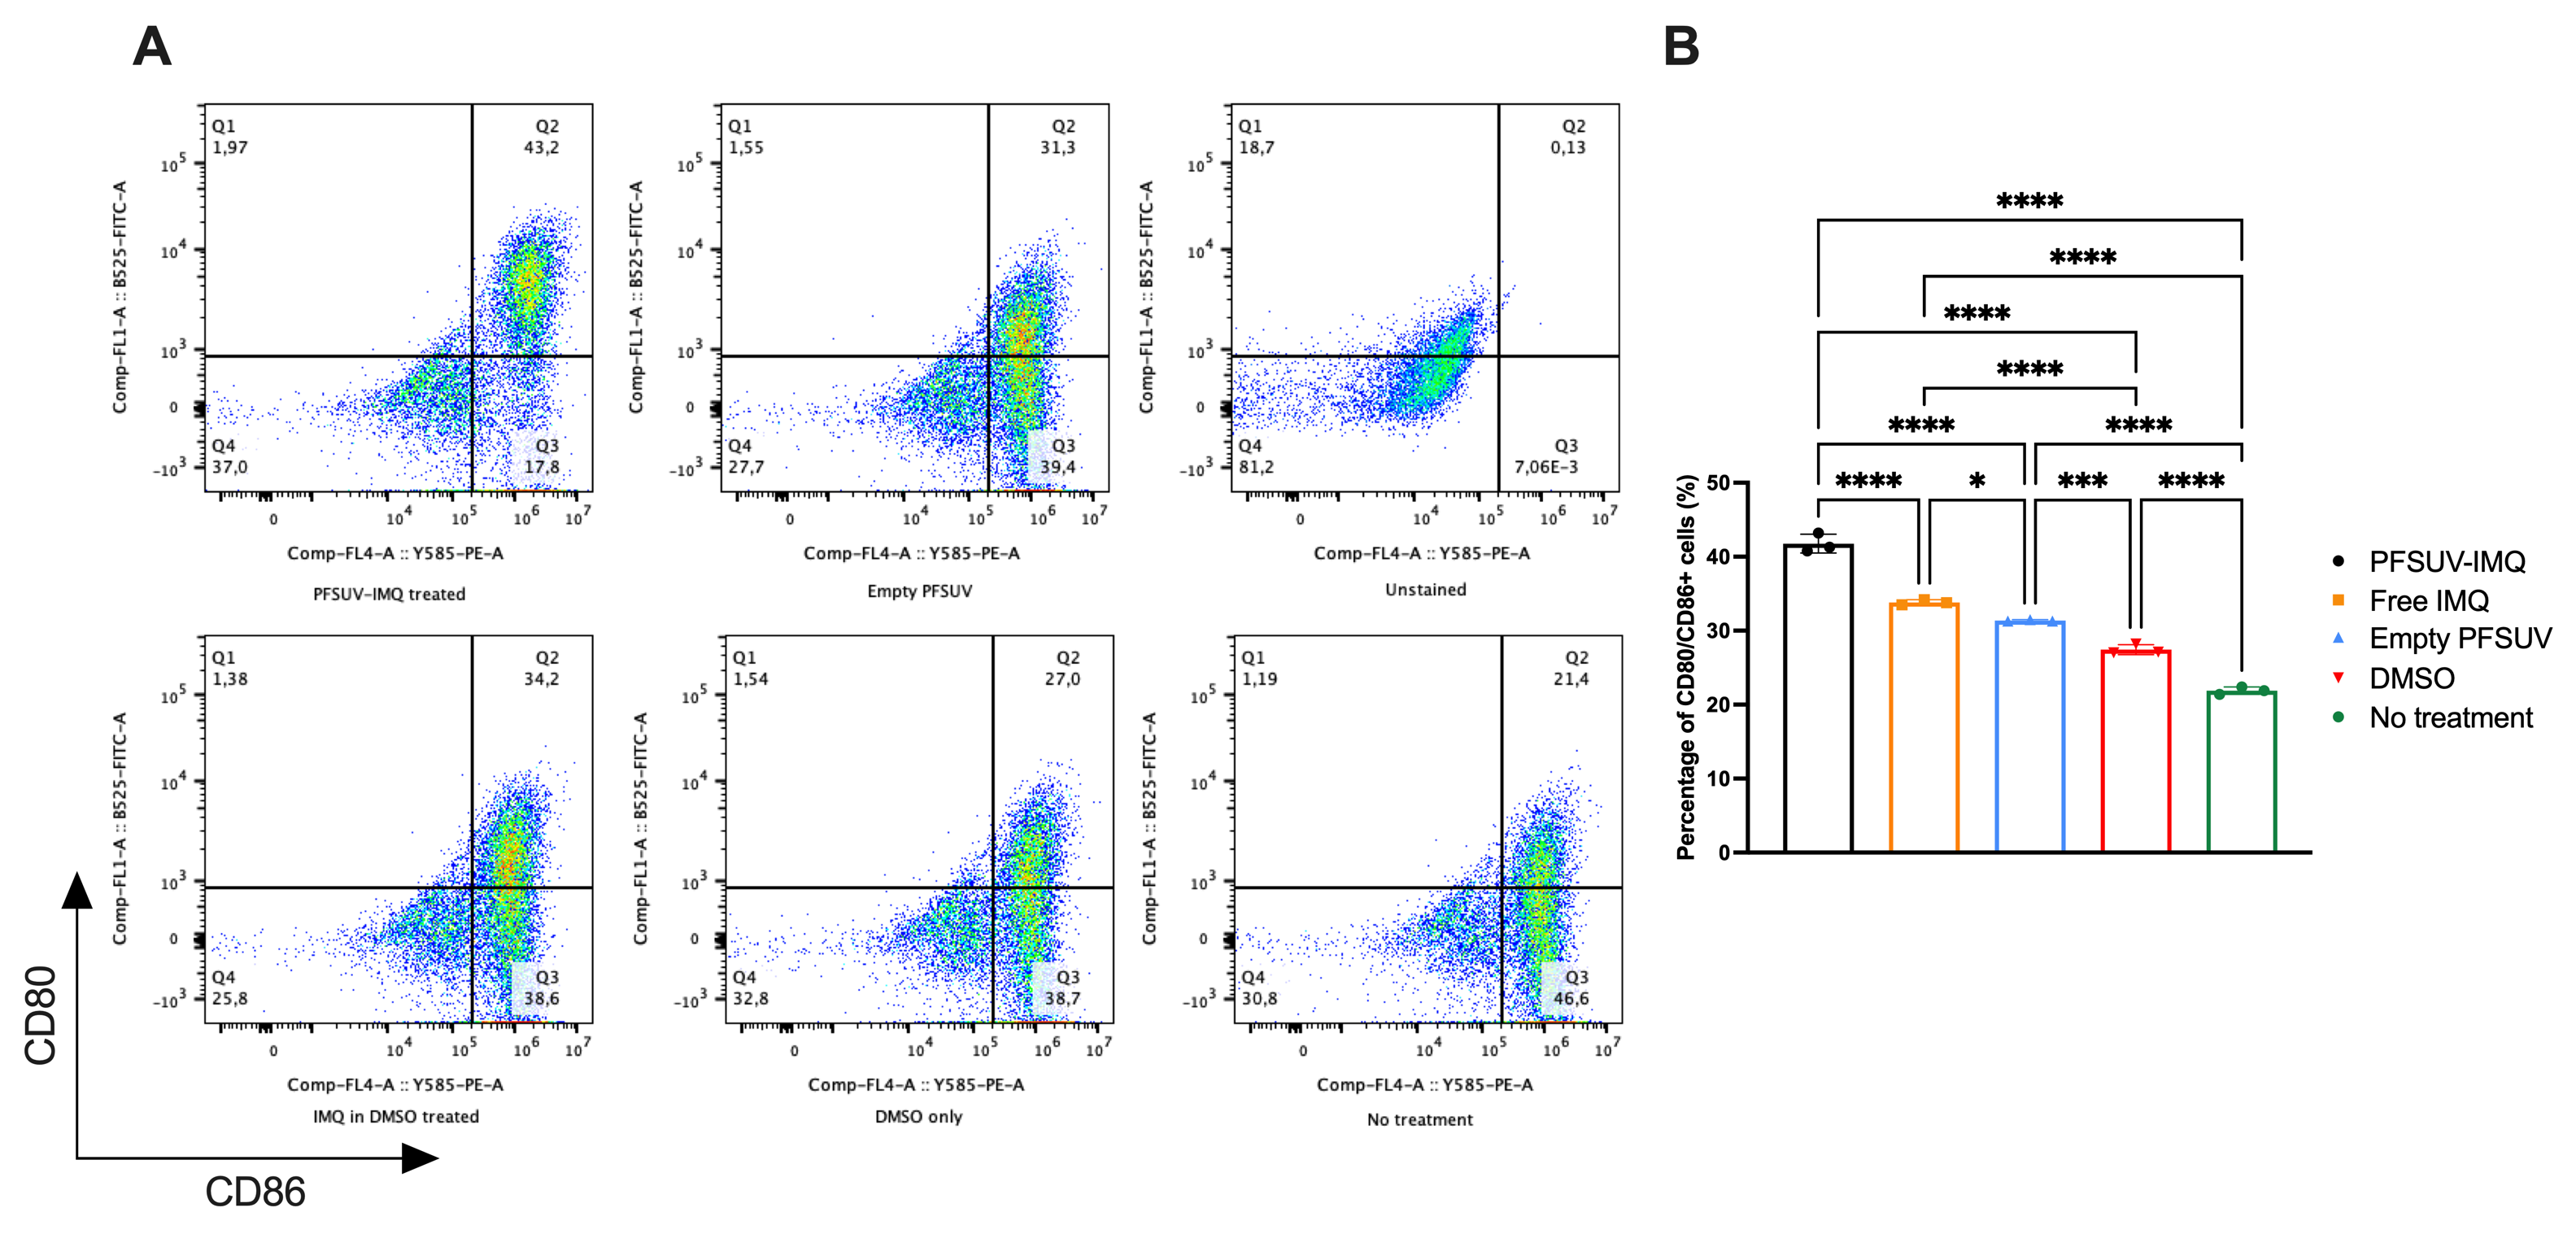

Figure S2. DC 2.4 activation across different treatments. (A) Flow plots for CD80+/CD86+ DC 2.4s. (B) Quantification of CD80+/86+ cells across different treatments. (****, p<0.0001. ***, p<0.001. **, p<0.01. *, p<0.05) Data=mean ± SD (n=3). Statistics are performed using a one-way ANOVA with a Tukey’s multiple comparisons as a post-hoc test.

Figure S3. Gating strategy of flow plots. (A) Gating of CD8 and CD4 T cells. (B) Gating of DC activation. (C) Gating of T cell activation.

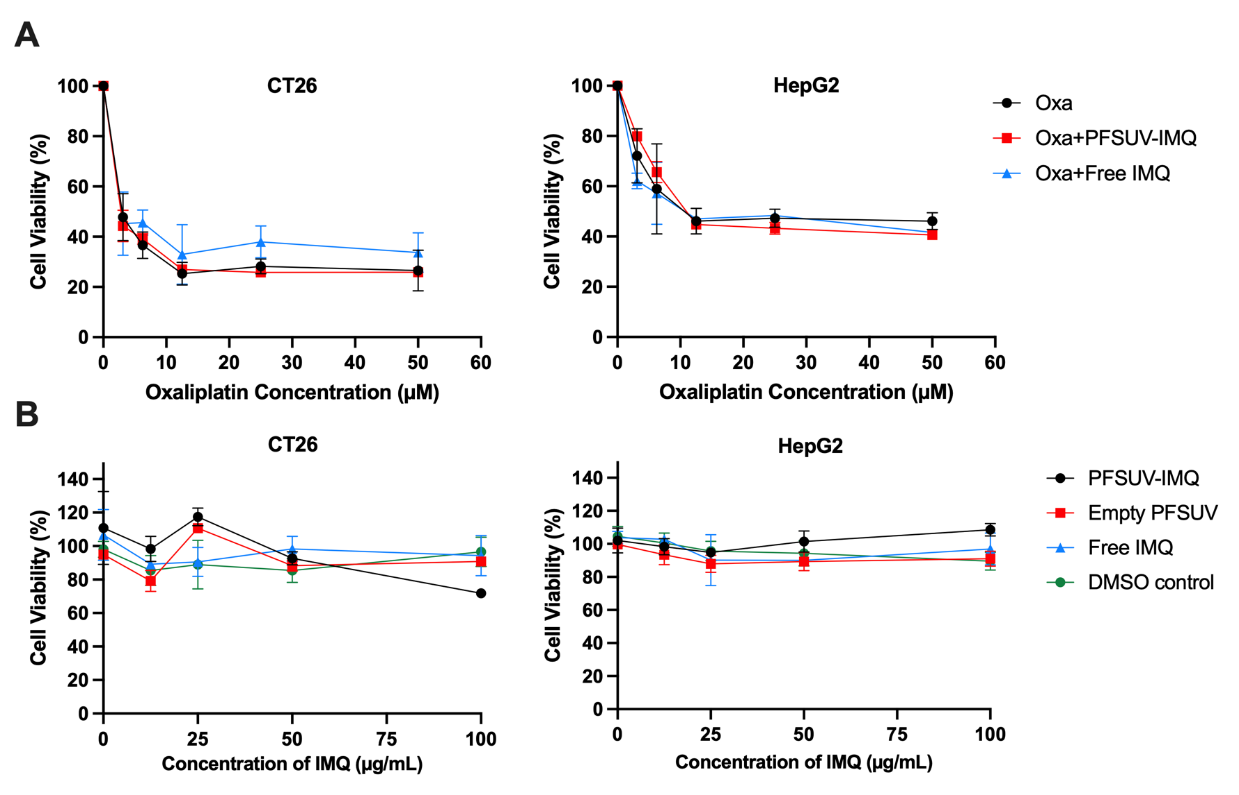

Figure S4. CT26 and HepG2 cell viability measured by XTT after exposure to treatments and their combinations. (A) Cell viability after exposure to treatments. Either Oxa alone, Oxa + PFSUV-IMQ or Oxa + free IMQ was added to the cells and incubated for 24 hours before XTT analysis. Oxa concentration was varied at 50 µM, 25 µM, 12.5 µM, 6.25 µM and 3.125 µM. IMQ concentration was fixed at 25 µg/mL. (B) Cell viability after exposure to IMQ treatments. PFSUV-IMQ, and free IMQ were added at varying concentrations (100, 50, 25, 12.5 µg IMQ/mL) Cells were incubated for 24 hours before XTT analysis. Data=mean ± SD (n=3). Statistics are performed using a one-way ANOVA with a Tukey’s multiple comparisons as a post-hoc test.

Figure S5. HCA-1 tumour infiltration of CD4+ T cells, Treg cells, Ki67+ cells, and Granzyme B+ cells after different treatments on Day 24 assessed via flow cytometry. Data are presented as mean±SEM. Statistics are performed using a one-way ANOVA with a Tukey’s multiple comparisons as a post-hoc test.

How the deposited data were processed for this re-analysis (not part of the article)

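The authors deposited counts of reads per gene for 8 tumors, and these whole-number counts were the input of every test. A second deposited table holds signal values that the authors made with DESeq2 by dividing each tumor's counts by a size factor of its own, with the largest relative departure from a single factor at 5.4e-10. That table was used only for an added alternative and to compare size factors, since the counts carry the same values before division. It has 36670 genes, of which 34703 have at least 1 count in the 8 tumors, and 25 of its gene symbols read as dates. Genes were therefore matched by Ensembl identifier, and all identifiers of the count table are in the GENCODE M21 annotation of GRCm38.

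Tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and tables were prepared in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6. The reported fit used edgeR's TMM normalization, its default filter on low counts and its quasi-likelihood test, with Benjamini-Hochberg adjustment over the 15998 tested genes. A gene was called at an adjusted p under 0.05 and a log2 fold change beyond 1 in size. Normalized CPM were computed with the same TMM factors. The control group received saline, which the legend of Fig. 5 calls untreated.

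Gene lists were tested with limma's camera on log2 CPM with a prior count of 2 and a preset correlation between genes of 0.01, and p values were adjusted over the 19 lists that had enough tested members. The 14 Reactome sets were tested with fgsea on genes ranked by the signed test statistic, with a smallest size of 5 genes. The GO sets of Table 1 were not used here. Of the 14 genes written for the granzyme list, 13 were matched, and the human gene GNLY has no match among the counted genes. The per-tumor mean of a list was compared by an exact permutation test over all groupings of 4 against 4 tumors.

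The gene lists, the reported settings and most alternatives were chosen before the data were examined. They comprise DESeq2's size factors, upper-quartile normalization, no filter on low counts, at least 10 counts in every tumor, the exact test and glmTreat of edgeR, the Wald test of DESeq2 with and without independent filtering, no limit on the fold change, a term for the replicate number, a prior count of 0.5, an estimated correlation between genes, a ranking by log2 fold change, camera in place of fgsea, and each tumor left out in turn. Alternatives chosen after seeing the data are the size factors of the authors' normalized table, a hepatocyte score as a covariate, edgeR's likelihood ratio test, and DESeq2 with other filters, other size factors or an alpha of 0.1.

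Genes were named by a rule set before the data were examined. It takes the genes that the paper names or draws in Fig. 5D, the receptors and ligands that its sentences name, the genes of each list with the largest change, and the 10 called genes with the largest change in each direction whose groups do not overlap. The number of list genes, 3, was fixed after the data were examined. A gene outside the rule is said to be chosen after its values were seen.

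The tools were tried on simulated counts of 15998 genes with the dispersions estimated from these tumors, in which 200 genes had been changed. The quasi-likelihood test recovered 153 of them (76.5%), with 7.27% of its calls false, the exact test 183 (91.5%), with 20.4% false, and DESeq2 182 (91.0%), with 22.9% false. At a lower dispersion of 0.05 each recovered 199, with 4.78%, 5.69% and 11.6% of calls false. Both list tests recovered the changed list of 20 genes. Of the unchanged lists, 3.00% passed in camera and 2.00% in fgsea at the estimated dispersions, against 0% and 0.500% at the lower dispersion. Simulated genes varied independently of each other, so these shares do not show how the list tests behave when members are correlated. Simulated genes were called by adjusted p alone, without the limit on the fold change.

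No sequencing batch or date is given for the tumors. Replicate numbers 1, 3 and 4 occur in both groups, but the tumors are of different animals, so the reported fit has no term for them. The floor of 3 counts per tumor, 0.108 to 0.178 CPM, reflects counting error only, and a fold change against a group at or under it is given as a lower bound. Mitochondrial genes took 1.37 to 4.72% of counts in the control tumors and 1.59 to 6.65% in the PFSUV-IMQ tumors, and the 10 most abundant genes took 6.72 to 9.00%.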

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

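The tests of library depth, scaling and a general shift for PFSUV-IMQ replicate 2, of liver RNA for the inhibitory genes and of an overlapping gene for Pou3f1 were chosen before their results were seen, and the other tests only after the result was seen.

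A single tumor stood far from the other 3 of its group, by Dixon's test at the 95% level, in 25 of 262 groups, where chance gives 13.1 (1 in 20). PFSUV-IMQ replicate 2 accounted for 17 of the 25, control replicate 4 for 5, control replicate 5 for 2 and control replicate 1 for 1. Genes share tumors, so these values are not independent of each other. In PFSUV-IMQ replicate 2 the values that stood apart were 114 CPM of Myd88, 848 CPM of Irf7, 57.2 CPM of Klrk1, 82.9 CPM of Cd40, 8.45 CPM of Cd79a, 5.17 CPM of Cacnb4, 9.50 CPM of Trim30b, 23.3 CPM of Ifi206, 1.82 CPM of Hfe2 and 0.0699 CPM of Adra2b, all the highest of the group except Adra2b, the lowest. Mean log2 CPM stood apart in that tumor in 7 lists, at 5.90 for TLR7 and MyD88, 6.44 for TLR3, 5.19 for TLR4, 6.67 for NF-κB, 5.09 for the inflammasome, 3.03 for the TNF superfamily and 4.35 for granzymes. Its mean was the highest of its group in all 19 lists, including the hepatocyte, B cell, CD8, NK marker and dendritic cell identity lists.

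The same tumor had the highest value of its group in 88.4% of the 362 genes called higher, where 25% would be expected if each tumor were as likely. After every tumor's counts were thinned to the smallest total the share was still 88.4%. The totals of the PFSUV-IMQ tumors already lay close together, at 17008151 to 18527613, so thinning could hardly move the share and shows little about depth. With counts scaled by the total alone the share was 75.7%, so the normalization accounts for little of it. Among the other 15604 tested genes the share was 33.5%. TMM normalization centers most genes of each tumor, so this share cannot decide whether most genes shifted in that tumor. Its hepatocyte score, 9.84, was the highest of the PFSUV-IMQ group, as control replicate 4, at 9.79, had the highest of the controls. In that control tumor the early inflammation list was at -0.16 log2 units relative to the other 3 controls, whereas in PFSUV-IMQ replicate 2 it was 1.38 above the other 3 PFSUV-IMQ tumors. Control replicate 4 was the highest control for the inflammasome, TLR4, TLR3, TLR7 and MyD88, and RIG-I lists. Its means there were 0.32, 0.21, 0.15, 0.11 and 0.078 above the control mean. It was not the highest for the interferon-stimulated, NF-κB and TNF superfamily lists, at -0.038, -0.023 and 0.14. With 1 control tumor to compare, RNA of liver tissue not exposed to the drug is not ruled out. RNA of liver tissue that had itself responded to PFSUV-IMQ was not tested, and the pattern cannot be told apart from it. The 4 tumors received the same dose and were taken at the same time, so no biological explanation was tested.

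In the control group, replicate 4 stood apart at 20.1 CPM of Ifit1 and 10.1 CPM of Rsad2, both the lowest, and at 7.00 CPM of Cd209a, 1.68 CPM of Trim30c and 0.0859 CPM of A630012P03Rik, the highest. The last of these is 2 counts against 0 in the other 3, below the floor of 3 counts. Replicate 5 stood apart at 44.5 CPM of Oasl1, the highest, and 21.2 CPM of Ifih1, the lowest, and replicate 1 at 8.89 CPM of Ccl22, the lowest. With 1 in 20 groups expected by chance to hold such a value, 8 scattered over 3 control tumors form no clear pattern, and no biological explanation was tested for them.

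Outside the genes that the paper discusses, A630012P03Rik had a log2 fold change of 5.64 and Pou3f1 of 5.22. The size of the change in A630012P03Rik is uncertain because the controls are below the floor, and its adjusted p ranged from 3.6e-06 to 0.0789 over the alternatives. Exons of Gm2164 overlap those of Pou3f1, and Gm2164 had a mean of 0 CPM in the PFSUV-IMQ tumors, which does not rule out reads of its transcript in the shared exon, and the change cannot be told apart from them. The adjusted p of Pou3f1 ranged from 1.2e-13 to 0.0220. No biological explanation was tested for either gene beyond the comparison of treated and control tumors.

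Genes with inhibitory roles rose 3 h after PFSUV-IMQ in the tumor RNA, in which the paper does not discuss them. Nos2 had a log2 fold change of 4.03, Ido1 of 2.86 and Cd274 of 2.57, with adjusted p values over the alternatives of 4.7e-07 to 0.129, 1.0e-08 to 0.0490 and 3.9e-08 to 0.0634. After thinning to equal depth, the mean log2 fold change of the list of 14 genes was 0.95, against 0.94 at full depth, and with the hepatocyte score of each tumor as a covariate it was 0.86. Depth therefore does not account for the rise. The hepatocyte score differed little between the groups, at 7.99 ± 1.34 after PFSUV-IMQ and 7.66 ± 1.85 after saline (SD, n = 4 each, exact permutation p = 0.771). The covariate could therefore hardly move the mean and does not by itself rule out liver RNA. All 3 genes are known to be induced by interferon, but neither interferon as the cause nor which cells carried the rise was tested. The 8 splits that part the same-numbered tumors could not settle either way whether the rise differs from a chance split of the 8 tumors. Of these, 3 gave as small a p in limma's camera for this list, as did 6 of all 35. By the difference in its mean, only the real split was as large (exact permutation p = 0.0286).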

How the results depend on the processing

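The tests that use a hepatocyte score, the likelihood ratio test, the authors' size factors, or DESeq2 with an alpha of 0.1 or another filter were chosen only after the results were seen. All other alternatives were set before the data were examined.

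The reported fit called 362 genes higher and 32 lower. Counts within 1.5 times of both were obtained with DESeq2's size factors (366 and 32), upper-quartile normalization (328 and 37), at least 10 counts in every tumor (314 and 31), no limit on the fold change (394 and 35) and the authors' size factors (358 and 34). No filter on low counts gave 491 and 63, and the exact test 541 and 92. glmTreat gave 119 and 1, and called 8 heat map genes against 18. The Wald test of DESeq2 gave 619 and 131, and 562 and 100 without independent filtering. Of the alternatives chosen after seeing the data, the likelihood ratio test gave 546 and 97, and DESeq2 gave 619 and 133 at an alpha of 0.1, 618 and 131 with the authors' size factors, and 620 and 133 with both. Among genes with at least 8 counts, at least 10 counts or a mean count above 1, DESeq2 at that alpha gave 626 and 134, 625 and 134, and 626 and 134. Without independent filtering, genes with a mean count of at least 1 gave 611 and 125. The hepatocyte score as a covariate gave 556 and 210, including 356 and 32 of those genes. With each tumor left out, 197 to 375 genes were called higher, 8 to 38 lower and 9 to 19 heat map genes higher. The 10 genes of Fig. 5B were called under every setting. The causes of these moves were not tested. In simulated counts, the exact test and DESeq2 recovered more of the changed genes than the quasi-likelihood test and had a larger share of false calls.

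Every list past the threshold depended on the preset correlation between genes. With the correlation estimated from the tumors, the means were unchanged and none of the 19 lists had an adjusted p under 0.05, with 2 at an unadjusted p under 0.05. The mean log2 fold changes, with the adjusted p under that setting and its range over the alternatives, were as follows: interferon-stimulated 2.91 (adjusted p = 0.0599, range 2.4e-62 to 0.0599), RIG-I 1.64 (adjusted p = 0.0599, range 1.2e-16 to 0.0599), NF-κB 0.52 (adjusted p = 0.324, range 2.8e-06 to 0.324), early inflammation 1.20 (adjusted p = 0.324, range 1.1e-08 to 0.324), NK cell cytokines 1.11 (adjusted p = 0.324, range 1.4e-04 to 0.324), TLR7 and MyD88 0.47 (adjusted p = 0.359, range 0.00123 to 0.359), TLR3 0.64 (adjusted p = 0.359, range 7.5e-04 to 0.359), inflammasome 0.44 (adjusted p = 0.359, range 5.1e-04 to 0.359), granzymes 0.97 (adjusted p = 0.359, range 2.3e-05 to 0.359), T cell activation 0.62 (adjusted p = 0.359, range 3.5e-04 to 0.359), inhibitory genes 0.94 (adjusted p = 0.359, range 2.3e-05 to 0.359), dendritic cell identity -0.44 (adjusted p = 0.552, range 0.00307 to 0.552) and TNF superfamily 0.53 (adjusted p = 0.570, range 0.00864 to 0.570). The estimate rests on 4 tumors per group, and the cause of the change was not tested further. With only genes of at least 10 counts in every tumor, dendritic cell identity was at -0.32 (adjusted p = 0.0910, range 0.00307 to 0.552). Without the filter on low counts, the lists of B cell genes and of NK cell markers changed direction, to -0.17 and -0.019 (adjusted p = 0.316 and 0.800, ranges 0.0169 to 0.968 and 0.0191 to 0.968). In camera in place of fgsea, the T cell receptor set had a mean log2 fold change of -0.0028, opposite to its enrichment score (adjusted p = 0.781, range 0.0334 to 0.979). Ranking by log2 fold change left the inflammasome set at a score of 1.53 (adjusted p = 0.0603, range 0.0131 to 0.118). The causes were not tested.

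A replicate block, a term for the replicate numbers that 3 tumors of each group share, gave 416 genes higher and 267 lower, against 362 and 32 without it. Numbers 2 and 5 each occur in a single tumor, so PFSUV-IMQ replicate 2 and control replicate 5 drop out of the comparison under this term. Same-numbered tumors were of different animals and no more alike than others (mean correlation of -0.0969 against 0.0177). Mean log2 fold changes past the threshold in the reported fit and not under this term were TLR7 and MyD88 0.30 (adjusted p = 0.212), TLR3 0.44 (adjusted p = 0.0569), TNF superfamily 0.20 (adjusted p = 0.463), T cell activation 0.29 (adjusted p = 0.266), granzymes 0.41 (adjusted p = 0.223), inhibitory genes 0.47 (adjusted p = 0.112) and inflammasome 0.14 (adjusted p = 0.280), and the Reactome inflammasome set scored 1.56 (adjusted p = 0.0556). The CD8 list passed it at -0.51 (adjusted p = 0.0068, range 0.00681 to 0.976). Directions changed for B cell genes -0.67 (adjusted p = 0.111), dendritic cell maturation -0.034 (adjusted p = 0.852), NK cell markers -0.65 (adjusted p = 0.0191), TLR4 -0.014 (adjusted p = 0.910) and hepatocyte genes -1.02 (adjusted p = 3.1e-06), and the T cell receptor set scored -1.22 (adjusted p = 0.191). The ranges for the maturation, TLR4 and hepatocyte lists were 0.350 to 0.968, 0.0550 to 0.910 and 3.1e-06 to 0.968. Directions also changed for C7 (-0.60), Cd8a (-0.24), Fyb2 (-0.46), Klri2 (-0.056), Ms4a1 (-1.39), Tnip3 (-1.20) and Trbc1 (-0.012), and for Tnip3 with the hepatocyte covariate (-0.18). Under the replicate term the changes rest on the 3 shared replicate numbers alone, and no other cause was tested.

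Across the 8 fits that each left out a tumor, the mean log2 fold change ranged from 0.23 to 0.65 for the TNF superfamily, -0.34 to 0.27 for NK cell markers, -0.40 to 0.026 for the CD8 list, -0.076 to 0.23 for dendritic cell maturation, -0.67 to -0.30 for dendritic cell identity, -0.40 to 1.03 for hepatocyte genes and -0.66 to 0.32 for B cell genes. Normalized enrichment scores ranged from 1.31 to 1.77 for TLR7 and TLR8, 1.44 to 1.86 for TLR3, 1.45 to 1.68 for inflammasomes, 1.54 to 1.72 for NOD-like receptors, -1.46 to 0.90 for the T cell receptor and -1.74 to -0.82 for MHC class II. Log2 fold changes crossed 0 for Tlr4 (-0.29 to 0.24), Cd8a (-0.031 to 0.76), Trbc1 (-0.15 to 0.84), Ms4a1 (-1.22 to 1.01), Tnip3 (-1.01 to 0.98), C7 (-0.28 to 1.25), Fyb2 (-0.20 to 1.24) and Cd79a (-0.063 to 1.22). Without PFSUV-IMQ replicate 2, the CD8 list (adjusted p = 0.00942, range 0.00681 to 0.976), B cell genes (adjusted p = 0.0169, range 0.0169 to 0.968) and the T cell receptor set (adjusted p = 0.0334, range 0.0334 to 0.979) were lower past the threshold, and MHC class II was so without PFSUV-IMQ replicate 1 (adjusted p = 8.8e-04, range 8.8e-04 to 0.858). Hepatocyte genes were higher past it without control replicate 4 (adjusted p = 0.00567, range 3.1e-06 to 0.968). The threshold was no longer passed in 2 of these fits for TLR7 and TLR8 (adjusted p = 0.119 and 0.122, range 0.00260 to 0.122), in 1 for TLR3 (adjusted p = 0.0577, range 7.6e-04 to 0.0577), in 2 for inflammasomes (adjusted p = 0.0658 and 0.118, range 0.0131 to 0.118), in 1 for NOD-like receptors (adjusted p = 0.0577, range 0.00194 to 0.0577), in 3 for the TNF superfamily (adjusted p = 0.0974 to 0.423, range 0.00864 to 0.570) and in 5 for dendritic cell identity (adjusted p = 0.0841 to 0.150, range 0.00307 to 0.552). Some lists stayed past the threshold in all 8 fits while their means moved. The ranges were 0.20 to 0.54 for the inflammasome list, 0.36 to 0.75 for T cell activation and 0.30 to 0.53 for TLR7 and MyD88. They were 0.34 to 0.59 for NF-κB, 0.63 to 1.14 for granzymes and 0.63 to 1.10 for inhibitory genes. The TLR4 list ranged from 0.072 to 0.30 and did not pass it. Lists and sets not named in this paragraph kept their direction and side of the threshold in these fits. The causes of the changes were not tested.

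Of 112 single genes named, 61 were past the threshold in the reported fit, and 30 of these were past it under every setting and 34 with any tumor left out. Other changes of single genes were 33 weaker and 68 stronger under the alternatives, and 99 weaker and 3 stronger with a tumor left out. Depth limits Oas1h and A630012P03Rik, whose counts in the control tumors are under the floor, and the type I interferon genes, of which 17 of 18 had at most 3 counts in every tumor. Sequence that Ifna genes share could also have lowered their counts.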

Differences from the paper's values

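The paper states 591 genes higher after PFSUV-IMQ, and 362 were called here. Of the alternatives set before the data were examined, no filter on low counts (491), the Wald test of DESeq2 (619), the same without independent filtering (562), the exact test of edgeR (541), no limit on the fold change (394) and a term for the replicate number (416) came within 1.5 times of the paper's value. DESeq2's size factors in edgeR (366), upper-quartile normalization (328), at least 10 counts in every tumor (314), glmTreat (119) and the fits that each left out a tumor (197 to 375) did not.

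For genes lower after PFSUV-IMQ, the paper states 128, and 32 were called here. The Wald test of DESeq2 (131), the same without independent filtering (100) and the exact test of edgeR (92) came within 1.5 times of the paper's value. The other alternatives set before the data were examined did not, at 32 with DESeq2's size factors in edgeR, 37 with upper-quartile normalization, 63 without the filter, 31 with at least 10 counts, 35 without a limit on the fold change, 1 with glmTreat, 267 with a term for the replicate number and 8 to 38 with a tumor left out.

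Several alternatives chosen after seeing the values also came within 1.5 times of the paper's counts in both directions, namely edgeR's likelihood ratio test (546 and 97) and 7 settings of DESeq2 with other filters, other size factors or an alpha of 0.1 (611 to 626 higher and 125 to 134 lower). With the hepatocyte covariate, also chosen after seeing the values, the higher count came within it (556) and the lower count did not (210), and with the authors' size factors in edgeR neither did (358 and 34). No setting gave both of the paper's counts exactly.

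In the heat map of Fig. 5D the paper draws 40 genes as raised after PFSUV-IMQ. All 36 tested genes were higher in mean, but 18 were called. More were called without the filter (20), with the Wald test of DESeq2 (23, or 20 without independent filtering) and with the exact test (21), and, among settings chosen after seeing the values, with the likelihood ratio test (21), the hepatocyte covariate (21) and the other settings of DESeq2 (23 each). Leaving out PFSUV-IMQ replicate 1 gave 19.

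The paper places natural killer cell proliferation among the raised processes. The list of cytokines for it rose (adjusted p = 3.5e-04 in limma's camera, and 0.324 with the correlation between members estimated). That of NK cell markers had a mean log2 fold change of 0.03 (adjusted p = 0.907 in limma's camera). With a term for the replicate number the marker list was lower past the threshold, at -0.65 (adjusted p = 0.0191 in limma's camera). That fit leaves PFSUV-IMQ replicate 2 and control replicate 5 out of the comparison. From slight enrichments of CD8 T cell activation and granzyme pathways, the paper proposes more granzyme-secreting CD8 T cells, and it regards the time point as early for an adaptive response. The CD8 list was at -0.13 (adjusted p = 0.369 in limma's camera) and the Reactome T cell receptor set at a score of 0.63 (adjusted p = 0.951 in fgsea). Most members of both are genes of T cells in general, so neither measures CD8 T cells alone. Cd8a itself was higher in mean and not called. No alternative gave a higher CD8 list past the threshold, and 2 gave a lower one past it. Both of these leave PFSUV-IMQ replicate 2 out of the comparison. The paper names TLR4 signaling among the raised processes. The short TLR4 list was at 0.24 (adjusted p = 0.140) and past the threshold under no alternative, whereas the Reactome TLR4 cascade was past it, at a score of 1.77 (adjusted p = 0.00102 in fgsea).

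The paper names transcription of type I interferons and TNF-α as steps that followed TLR stimulation. Its measured IFN-α levels were of protein in liver and plasma, whereas the counts here are of tumor RNA. None of 18 type I interferon genes had enough counts to be tested, and Tnf had a log2 fold change of 1.13 (adjusted p = 0.449, from 0.250 to 1.00 over the alternatives). The paper describes dendritic cells as activated, from flow cytometry of tumors after repeated doses with oxaliplatin and from a dendritic cell line in culture. The lists here measure RNA of the whole tumor 3 h after a single dose, so they do not repeat that measure. The maturation list also holds MHC class II genes such as H2-Aa and Cd74. The maturation list was at 0.10 (adjusted p = 0.907) and the list of genes that mark these cells at -0.44 (adjusted p = 0.0434, from 0.00307 to 0.552 over the alternatives, exact permutation p = 0.200, and not past the threshold in 5 of the 8 fits that each left out a tumor), while Cd40 rose. The paper describes a change of the tumor from an immunosuppressive to an immune-active state, and a list of 14 inhibitory genes rose, at 0.94 (adjusted p = 4.4e-04, from 2.3e-05 to 0.359 over the alternatives). These lists are not the sets that the paper used.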

Other observations

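The tests of library depth, GC content and liver RNA for the gene counts, of macrophage markers, liver RNA and depth for Cx3cr1, of CD8 T cells for the granzyme list, and of the normalized table were chosen only after the results were seen.

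Technical explanations of 3 kinds were tested for the numbers of called genes. With every tumor thinned to the smallest total, 351 genes were called higher and 30 lower, and 346 and 28 of them are also called in the full counts. After the trend of log2 fold change on GC content and gene length was removed, 97.8% of the higher genes stayed above 1 and 100% of the lower genes stayed under -1. That trend was weak (Pearson r of -0.0627 with GC content and -0.0829 with log2 exon length), so its removal could hardly move the calls and shows little about them. With the hepatocyte score of each tumor as a covariate, 556 genes were called higher and 210 lower. Depth therefore does not account for the calls. The hepatocyte score differed little between the groups, so the covariate could hardly remove calls and does not by itself rule out liver RNA. The first principal component of the 8 tumors held 40.9% of the variance and followed the hepatocyte score (Pearson r = 0.975, exact permutation p = 2.5e-05), and without the 2 tumors whose score was furthest from the median, control replicate 5 and PFSUV-IMQ replicate 2, r was 0.992 (exact permutation p = 0.0014). The component that separated the groups was the next, at 29.6%. The largest component of variation between the tumors therefore followed hepatocyte genes and not the treatment, and whether liver tissue or tumor cells expressed them was not tested.

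The 8 tumors can be split into 4 and 4 in 35 ways. In no other split was any gene called, against 362 and 32 in the real one. At an unadjusted p under 0.05 the other splits had 28 to 3755 genes (median 624), against 2078 in the real one. Since 3 replicate numbers occur in both groups, the real split was first compared with the 8 splits that part these tumors, whereas the remaining splits put at least 1 same-numbered pair in a group. The smallest share that 8 splits can give is 1 of 8, so these 8 alone cannot tell a result apart from a chance split. The result compared was the number of called genes, the p from limma's camera for a list, or the size of the enrichment score for a Reactome set. Among those 8, the real split alone reached the result for the higher genes (1 of 8), the lower genes (1), the genes of Fig. 5B (1), the heat map genes (1), the interferon-stimulated list (1), the TLR3 (1), NF-κB (1), RIG-I (1) and NK cell cytokine (1) lists and the Reactome sets for interferon alpha and beta (1) and TRAF6 (1). As large a result was reached by 3 of the 8 for the TLR7 and MyD88, inflammasome, granzyme, T cell activation and inhibitory lists. It was reached by 2 for dendritic cell identity and early inflammation and 4 for the TNF superfamily. All 8 reached it for TLR4, NK cell markers, CD8, dendritic cell maturation, hepatocyte and B cell genes. Among the Reactome sets it was reached by 2 for interferon signaling, interferon gamma, TLR7 and TLR8, TLR3, RIG-I and MDA5, inflammasomes and class I MHC. It was reached by 4 for TLR4 and NOD-like receptors, 5 for MHC class II, 7 for TNF signaling and 8 for the T cell receptor. Same-numbered tumors were of different animals and no more alike than others. Over all 35 splits only the real one was as large for 7 of the 37 results. These were the higher genes, the lower genes, the genes of Fig. 5B, the heat map genes and the interferon-stimulated, RIG-I and NK cell cytokine lists. The difference in list means is another measure. By it only the real split was as large for the TLR7 and MyD88, granzyme and inhibitory lists (exact permutation p = 0.0286 each). That did not hold for the inflammasome and T cell activation lists (exact permutation p = 0.114 and 0.0857).

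Cx3cr1, a receptor of monocytes and macrophages, had one of the most stable decreases. The mean log2 fold change of 15 other macrophage markers was -0.19, with 11 lower (exact permutation p = 0.571), and Cx3cr1 itself was at -2.81. None of the 15 was called lower, and Fcgr1, named after its values were seen, was called higher (1.32, adjusted p = 0.0290). With the hepatocyte covariate Cx3cr1 was at -2.81 and after thinning at -2.83. Depth therefore does not account for the decrease, and a smaller share of all macrophages would be expected to lower the other markers more than was seen. Control tumors with hepatocyte scores from 5.50 to 9.79 had 55.5 to 103 CPM of Cx3cr1. PFSUV-IMQ tumors with scores from 6.63 to 9.84 had 4.89 to 13.2 CPM. The scores of the groups overlapped and the CPM did not, which argues against the share of liver RNA as the cause for Cx3cr1. A loss of the transcript within macrophages, or of a subset of them, could explain the decrease and was not tested.

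The granzyme list rose while the CD8 list, made mostly of genes of T cells in general, did not. The difference between the lists within each tumor was 0.10 after PFSUV-IMQ and -0.999 after saline (difference 1.10, exact permutation p = 0.0286, the smallest that 4 against 4 tumors can give), which restates the difference between the 2 lists and does not by itself rule out a larger share of CD8 T cells. More transcript per cell, or expression in NK cells, could explain it, but the 2 were not told apart, and RNA at 3 h does not measure cell numbers.

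The factors that divide the authors' normalized table are 0.937 to 0.947 times the size factors computed from the 8 tumors alone, and 1967 of its genes are at 0 in all 8. Both are consistent with a normalization over a larger set of libraries than these 8, as genes without a count in any of them would not be listed otherwise. The called genes changed little with these factors, to 358 higher and 34 lower.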
